# Integrative analysis of grapevine (*Vitis vinifera* L) transcriptome reveals regulatory network for Chardonnay quality formation

**DOI:** 10.3389/fnut.2023.1187842

**Published:** 2023-05-30

**Authors:** Guangqing Fu, Yanhua Ren, Jun Kang, Bo Wang, Junxiang Zhang, Jinggui Fang, Weimin Wu

**Keywords:** wine grapes, fruit quality, transcriptome, weighted correlation network analysis, regulatory networks

## Abstract

Anthocyanins, total phenols, soluble sugar and fruit shape plays a significant role in determining the distinct fruit quality and customer preference. However, for the majority of fruit species, little is known about the transcriptomics and underlying regulatory networks that control the generation of overall quality during fruit growth and ripening. This study incorporated the quality-related transcriptome data from 6 ecological zones across 3 fruit development and maturity phases of Chardonnay cultivars. With the help of this dataset, we were able to build a complex regulatory network that may be used to identify important structural genes and transcription factors that control the anthocyanins, total phenols, soluble sugars and fruit shape in grapes. Overall, our findings set the groundwork to improve grape quality in addition to offering novel views on quality control during grape development and ripening.

## 1. Introduction

Fruit quality and flavor are crucial factors that influence consumer preference and market competitiveness. However, in the last fifty years, breeding efforts have mainly concentrated on enhancing fruit yield and disease resistance, rather than quality and flavor traits. As a result, commercially produced fruits have been perceived by consumers as lacking their distinctive quality and flavor (1, 2). Molecular breeding for quality-regulating genes may be a potential solution to restore lost quality flavors. However, accurately measuring quality flavor phenotypes can be challenging since they are heavily influenced by environmental factors and may not always be easily quantifiable (3). Chardonnay is mostly used to make white wine, which is mostly pale gold in color. The charm of Chardonnay lies in its changeable style and wide adaptability (4). The wines made from Chardonnay usually have the smell of pineapple, green apple or pear, it has a slightly sweet taste which is more suitable for Chinese tastes (5). However, the cultivation of Chardonnay grapevine is easily affected by a variety of external environments, cultivating high-quality, good-flavored Chardonnay grape is a prerequisite for making wines that taste good and are popular with consumers (6).

Grape fruit shape is an important appearance quality of grapes and is considered to be one of the main selection criteria for breeding (7). Consumers judge the yield, quality and nutritional value of fruits based on their size and shape. The shape of a fruit is commonly measured using the fruit shape index, which is the ratio of the longitudinal diameter of the fruit to its transverse diameter (8). Sugar is the basic substance for the growth and development of wine grape fruit, and the basic raw material for quality and flavor substances (9). Soluble sugar is an important factor of fruit quality, it includes fructose, glucose and sucrose in grape berries. The main function of sugar is to ferment into ethanol, which determines the alcohol content of wine. In addition, the formation of aroma substances is also related to sugar, it can form higher alcohols, esters and aldehydes in wine, making different wines have unique aroma characteristics (10).

Grape fruit contains a significant amount of phenolic compounds, including hydroxycinnamic acid and flavonoids. These compounds are considered secondary metabolites and play a crucial role in determining the quality of wine. Hydroxycinnamic acids, such as coumaric acid, caffeic acid, ferulic acid, cinadic acid and their derivatives, are known to accumulate in both grape skin and pulp (11). Grapes contain three major classes of flavonoids, namely proanthocyanidins, anthocyanins, and flavonols. Proanthocyanidins, also known as condensed tannins, are polymers of flavan-3-ol monomeric units like catechin, epicatechin and epicatechin-3-o-gallocatechin. These compounds are mainly found in grape skins and seeds. On the other hand, flavonols and anthocyanins are only detected in the berry skins. (12). All of these substances have crucial physiological roles in the growth of grape berries, including the scavenging of free radicals, pigmentation and co-pigmentation, UV radiation protection, and defense against fungi (13, 14). Additionally, their contributions to red wine color, bitterness, astringency and antioxidant properties have drawn a lot of attention in recent years in order to better understand the mechanisms that control phenolic biosynthesis and anthocyanin synthesis in grapes as well as their potential health benefits (15).

The metabolic dynamics and underlying regulatory mechanisms of high-quality tastes throughout grape development and ripening were examined in this study. We selected three growth stages (40 DAP, 80DAP and 120DAP) of Chardonnay cultivars from six ecoregions in Ningxia, China. We created a regulatory network that controls grape fruit shape, soluble sugars, total phenols and anthocyanins accumulation by fusing quality-related studies with transcriptome analysis. In addition, we identified proteases and transcription factors that regulated key pathways. This study laid the groundwork for the advancement of grape quality and offered a new concept for the regulation of wine grape quality.

## 2. Materials and methods

### 2.1. Plant material and measurements

Grapevine (*Vitis vinifera* L. Chardonnay) at different developmental stages were collected from six ecoregions in Ningxia Province, China. The six ecological zones are HJZ, ZHYS, CC, XG, XLS and HSB. Fruits were taken out between 40 days following the early flowering period (DAP) and 120 days, which included 80 days, at various developmental phases. And named them as the enlargement period (40 DAP), the color transition period (80 DAP) and the maturity period (120 DAP). Small chunks of the fruit’s flesh (without the skin or seeds) were sliced up and quickly frozen in liquid nitrogen before being kept at −80°C for additional transcriptome study. Every experiment was broken down into three biological replicates, with 15 uniformly sized fruits in each repeat.

Throughout fruit development and ripening, fruit weight, vertical and horizontal diameter and soluble solids content (SSC) were monitored. A drop of the mashed fruit’s supernatant was placed on a digital hand-held refractometer (Atago, Tokyo, Japan) to determine SSC. At each stage, measurements were taken using three biological duplicates.

### 2.2. Determination of berry total sugars, total phenols and anthocyanins components

Soluble sugars were analyzed according to the method described (16). A sample of 0.5 g of liquid nitrogen-pulped berry pulp was weighed, 1.5 mL of 80% ethanol was added, it was centrifuged at 12,000 rpm for 10 min, the supernatant was removed and filtered through a 0.22 μm aqueous filter head into a sample bottle for measurement. The chromatographic conditions for the determination of the soluble total sugar were as follows: Prevail Carbohydrate ES 5 μ column (100 mm × 4.6 mm, 5 μm); mobile phase: V (acetonitrile): V (water) = 80:20; column temperature: 50°C; flow rate: 1.0 mL/min; injection volume: 20 μL. The chromatographic conditions for the determination of the organic acids were as follows: column. Discovery C18 column (25 cm × 4.6 mm, 5 m); mobile phase was 50 mM K_2_HPO_4_ solution, pH adjusted to 2.4 with phosphoric acid; column temperature 30°C; flow rate 0.5 mL/min; injection volume 2  μL; detection wavelength was 210 nm. The sugars analyses were performed using three biological replicates.

Total phenolic were determined by HPLC (17). Weigh 1.0 g of the sample, grind the sample with liquid nitrogen in a centrifuge tube, use 10 mL of 80% methanol as the extraction solution. Then ultrasonic extraction is 20 min, extracted in a constant temperature water bath shaker at 25°C for 12 h, filtered with a 0.45 μm filter, and stored at −40°C for later use. The chromatographic conditions as follows: HPLC 1260 (Agilent, United States), Waters Xterra RP18 (100 mm × 4.6 mm, 3.5 μm) column, mobile phase A is water-formic acid (1,000: 2), mobile phase B is acetonitrile-A (80: 20), flow rate 0.6 ml· min^−1^, column temperature: 30°C, injection volume: 20 μL.

Total anthocyanins were determined by LC–MS (18). Weigh 1.0 g of berry peel with liquid nitrogen into a centrifuge tube, add 10 mL of 0.1% hydrochloric acid-methanol extract, ultrasonically extract for 20 min, centrifuge at 4°C for 15 min, and aspirate the supernatant. The liquid was filtered through a 0.22 mm organic column. The extracted anthocyanins were analyzed by LC–MS (G2-XS QT, Waters), chromatographic column: 2.1 × 100 mm ACQUITY UPLC BEH C18 column; flow rate was 0.4 mL/min; injection volume was 2 μL. Buffer A is 0.1% formic acid in water, and buffer B is 0.1% formic acid-acetonitrile solution. The total phenolic and total anthocyanins analysis was performed with three biological replicates.

### 2.3. RNA sequencing and data analysis

Frozen fruit was used to extract total RNA and the Illumina HiSeq-2000 platform was used to create mRNA libraries for each sample and sequence the results. After online sequencing, all relevant data was converted into raw data for data analysis. To acquire clean reads, low quality, linker contamination and reads with unknown base N content were removed. Clean reads were mapped to the *V. vinifera* reference genome^1^ by using HISAT2 (19). Transcripts per million (TPM) was determined after featureCounts was used to count the mapped fragments for each gene. Genes were deemed to be expressed if their averaged TPM had three replications. Using the DESeq software, differential expression genes (DEGs) were identified based on the counts of each transcript across libraries (20). A *p*-value <0.05 and | log_2_ (fold change) | > 1 were set as thresholds for significant differential expression. The cluster Profiler R package was used to perform gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) pathway annotations with thresholds of FDR < 0.05 and P-value < 0.05, respectively (21). Functional annotation of all DEGs was also performed by using MapMan (Vvnifera 145)^2^ (22). The NCBI repository has the RNA-seq raw data from this paper under the accession number GSE231025.

### 2.4. WGCNA and gene network visualization

The weighted gene co-expression network analysis (WGCNA) tool in R was used to create co-expression network modules from DEGs after removing undetectable or relatively low expression genes (TPM < 10). The co-expression modules were obtained using automatic network construction function (blockwiseModules) with default parameters, apart from the soft threshold power of 12, TOMtype was signed, TOMsimilarity_Threshold was 0.485 and minModuleSize was 20. On eigengenes, the initial clusters were combined. Each module’s Eigengene value was determined and used to search for associations with the weight, vertical and horizontal diameters, concentration of soluble solids, soluble sugars, total phenolic and total anthocyanins produced during fruit development and ripening. The software Cytoscape and TBtools were used to visualize the networks and heat map (23, 24).

### 2.5. Real-time quantitative PCR analysis

Using a Plant RNA Purification Reagent (Invitrogen), total RNA from fruit at various growth and ripening phases was isolated in according with the manufacturer’s instructions. The DNase (TAKARA, Dalian, China) enzyme was used to degrade the genomic DNA. The Hifair II 1st Strand cDNA Synthesis SuperMix for RT-qPCR (YEASEN, Shanghai, China) was used to create the cDNA and SYBR Green (Vazyme, Nanjing, China) was used in the RT-qPCR amplification processes using an ABI 7500 Real-Time quantitative PCR System (Applied Biosystems, United States). The grape Actin gene was used as an internal control in the analysis of three biological replicates. The primers for RT-qPCR are listed in Supplementary Table S8.

## 3. Results

### 3.1. Berry quality components during fruit development and ripening of *Vitis vinifera* L. Chardonnay

To investigate the berry quality components-associated transcription regulatory network during grapevine different developmental processes, 3 stages including enlargement period (40 DAP), the color transition period (80 DAP) and the maturity period (120 DAP) of *Vitis vinifera* L. Chardonnay were selected from six ecoregions in Ningxia Province, China (Figure 1A; Supplementary Figure S1). In three stages, the six regions’ grape single fruit weight, fruit longitudinal diameter, fruit transverse diameter and soluble solids all gradually increased. The above measurement indicators are slightly different in different ecological zones, which may be related to the different environments (Figure 1B).

**Figure 1:**
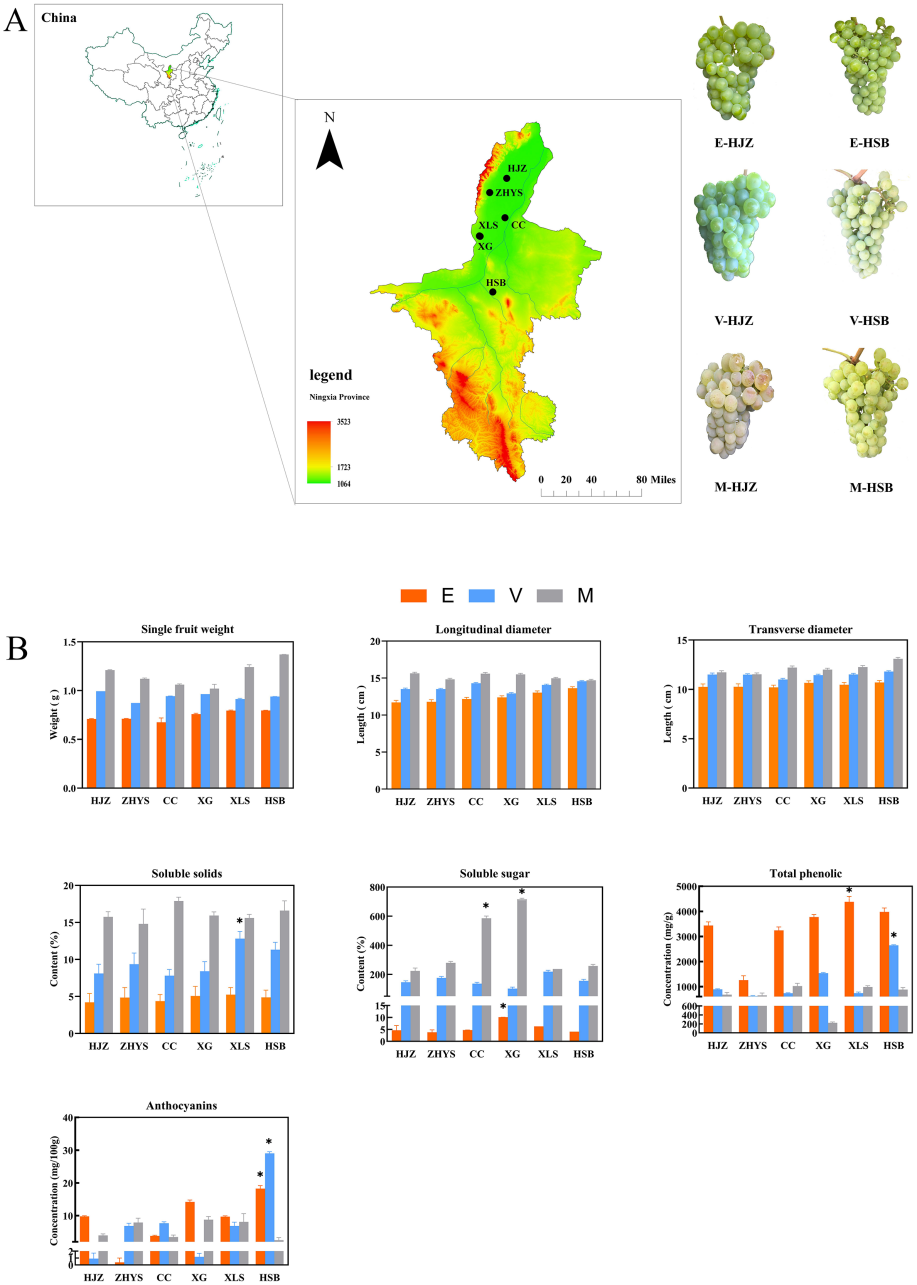
Three development stages of Chardonnay grape fruit were selected for analysis. **(A)** Grapevine (*Vitis vinifera* L. Chardonnay) at different developmental stages were collected from six ecoregions in Ningxia Province, China. **(B)** Single fruit weight, vertical and horizontal diameters, soluble solids, soluble sugars, total phenols and total anthocyanins were measured in three developmental stages of grape fruit. The values shown are mean ± standard deviation. E enlargement period. V color transition period. M maturity period.

Fruit single-grain weight, fruit longitudinal diameter and transverse diameter are the main factors affecting grape shape and yield. In this experiment, we used measuring tools to measure the fruit single grain weight, longitudinal diameter and transverse diameter of Chardonnay grapes at three development and maturity stages in six different ecological zones. It was found that the change trends of the above three indicators in different ecological zones were consistent, and the specific performance was that the indicators of Chardonnay grapes were the smallest in the expansion period, the indicators in the color transition period were in the middle and the indicators in the maturity period were the largest (Figure 1B). The measurement indicators in different ecological zones are slightly different, which may be related to the different environmental climates in the regions.

The primary ingredients in grapes that give them their distinct flavor are soluble solids and soluble sugars. We employed a gas chromatography-mass spectrometry system (GC-MS) based metabolic analysis approach to track changes in soluble sugars using gas chromatography (GC) and a digital hand-held refractometer to measure soluble solids in order to examine flavor dynamics during grapevine development and ripening. It was found that the soluble solids did not change significantly during the enlargement and the color transition periods, but the content increased significantly during the maturity period, indicating that the accumulation of soluble solids in Chardonnay grape was completed in the maturity period. The change of soluble sugar content was significant in two of the six ecological zones (CC and XG). Compared with the enlargement period, the soluble sugar content showed a geometric multiple increase at the maturity period, especially in the two ecological zones CC and XG, which may be related to the climate environment of an ecological zone and artificial management (Figure 1B).

There are a lot of polyphenolic compounds in grapes. Wine undergoes fermentation, which increases the polyphenol content, stabilizes the composition and greatly boosts antioxidant potential. Grape anthocyanin content is frequently used as a significant factor to assess the quality of wine since it has a significant impact on grape color. In this experiment, total phenols content was generally higher at the enlargement period and lower at the maturity period, contrary to the trend of other physiological measures in this experiment (Figure 1B). The variation of anthocyanin content in the six ecological zones was irregular, it is noteworthy that in the HSB ecological zone, the variation was significant during the enlargement and color change periods, which may be related to the fact that the anthocyanin content of grapes is highly susceptible to temperature, light, and phytohormones.

### 3.2. Genetic basis of dynamic changes during fruit development and ripening of *Vitis vinifera* L. Chardonnay

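Flesh of Chardonnay berries was sequenced at 3 stages in 6 ecological zones with 3 biological replicates each, which gave 18 groups and 54 libraries. The stages were the enlargement period (E, 40 DAP), the color transition period (V, 80 DAP) and the maturity period (M, 120 DAP), and a group is named by its stage and zone, as in E-HJZ. The authors mapped the clean reads with HISAT2, counted the fragments of each gene with featureCounts and deposited TPM values, in which the fragments of a gene are divided by its length and every library is scaled to the same total. The deposited values cover 25133 genes under their NCBI Gene numbers and are rounded to 2 decimals. The text does not name the build of the reference genome, so no coordinates are given, and gene symbols were taken from the RefSeq gene table of the assembly ASM3070453v1, in which 23256 of the 25133 IDs were found. TPM keeps no sequencing depth, and the read counts of the genes were not used here. By the paper's Table S1 a library had from 43.86 M to 45.16 M clean reads (median 44.36 M) and on average 6.65 Gb of clean bases. The group medians of clean reads lay between 43.98 M in M-XLS and 44.74 M in M-XG, and the widest range within a group was 43.95 M to 45.16 M in M-HJZ. A larger difference between the libraries lay in their composition, because the 100 genes with the highest TPM of a library held on average 58.0% of its TPM in E-HJZ and 24.0% in E-HSB, which lowers or raises the TPM of all other genes of a library together. The values were tested as log2(TPM + 1) with limma, with the mean of each of the 18 groups in one fit over all 54 libraries (36 residual degrees of freedom). Fold changes are therefore on the log2(TPM + 1) scale, which understates the change of genes with low TPM. Changes between stages were taken within each zone and as the mean of the 6 zones, and the standard error (SE) of such a mean comes from the spread between replicates within groups, not from the differences between zones. Within a zone a DEG was a gene with an unadjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds of the paper's methods, and for means over the zones the Benjamini-Hochberg adjusted p took the place of the unadjusted p. The paper's own DEGs came from DESeq on counts.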

RNA-seq data were produced for 18 different developmental and ripening stages in order to examine the genetic basis of grape development and ripening. 6.65 Gb clean reads were produced on average after adaptor reads, unclear reads and low-quality reads were eliminated. 

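The paper's Table S1 also lists the share of clean reads of each library that mapped to the grapevine genome, with a median of 89.23% and a highest value of 90.76%, and the share that mapped uniquely, with a median of 86.17% and a highest value of 88.54%. The 3 M-HSB libraries had the lowest shares of both kinds, at most 86.01% mapped and at most 82.51% mapped uniquely, and the group with the highest median was E-XLS (90.75% and 88.38%). In the TPM values, a mean of 4766.67 genes per library was listed at 0 in M-HSB and 3507.67 in E-XLS. The order of the groups was not that of their mapped shares. V-ZHYS had the most genes at 0 (5034.0), at a median mapped share of 88.69%, and V-HSB the fewest (3318.33), at 89.82%.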

The grapevine reference genome was then mapped by more than 85.66% of high-quality reads from various sample types, of which 82.12% or more were mapped uniquely genome, of which 82.12% or more were mapped uniquely (Supplementary Table S1). Transcripts per million (TPM) readings’ indications of expression levels revealed significant interactions between biological replicates. 

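The squared Pearson correlation (R2) of TPM over the 25133 genes was taken for the 54 pairs of libraries of the same group. Its median was 0.986 and its highest value 0.997, and 49 of the 54 pairs were above 0.9. These correlations are across genes, which are not independent replicates. The lowest value was 0.676, between replicates 2 and 3 of V-XLS, and replicates 1 and 2 of V-XLS gave 0.689. Without V-XLS the lowest R2 was 0.822, between replicates 1 and 3 of V-HSB. Among all pairs of libraries of different groups, R2 ran from 0.0003 to 0.986 with a median of 0.349, so the most similar groups were as close to each other as typical replicates. On the log2(TPM + 1) scale, where the most abundant genes weigh less, the lowest R2 within a group was 0.898, again in V-XLS, and 0.954 without that group.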

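The number of genes above 1 TPM was counted in each library and averaged over the 3 replicates of a group. It was lowest in V-CC, with 14264.33 ± 39.32 genes (SD, n = 3) or 56.76% of the 25133 genes, and highest in V-HSB, with 16788.67 ± 91.09 genes (SD, n = 3) or 66.8%. At the enlargement period E-HJZ had 58.0% of the genes above 1 TPM and E-HSB 66.65%, and at the maturity period the share ran from 57.76% in M-CC to 61.12% in M-XG. The difference between V-CC and V-HSB was much larger than the SD of either group. With a threshold of 0.5 TPM, V-HSB had 18199.33 genes above it and V-CC 15666.33.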

Transcriptional values greater than 1 were present for more than half of the genes. The level of sample repeatability was assessed in line with the R2 value in order to examine the accuracy of the data and get a general idea of variances across all samples. TPM measurements were also used in the principal components analysis (PCA). Principal component (PC) 1 accounted for 57.6% of the variance and PC2 for 33.1% of it, according to the combined analysis of variance, which identified 90.7% of the variance among the 18 groups (54 samples). 

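The component shares were recomputed from the TPM of the 25133 genes with the 54 libraries as standardized variables. PC1 then took 57.4% of the variance and PC2 33.1%, together 90.5%. All 54 libraries loaded on PC1 in the same direction, and the mean loading of a group ran from 0.043 to 0.053 at the enlargement period and from 0.11 to 0.173 at the later stages. PC2 separated the stages, with loadings from 0.191 to 0.226 at the enlargement period and from -0.05 to -0.033 at the color transition and maturity periods. The exception was V-HSB, whose PC2 loading of 0.161 lay on the side of the enlargement period. With libraries as observations and centred log2(TPM + 1) values, PC1 took 53.9% and PC2 14.7% of the variance.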

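Each library was also compared with the mean of every group by the Spearman correlation over genes, with the library left out of its own group's mean. For 51 of the 54 libraries the closest group was their own, and outside V-XLS the lowest correlation with the own group was 0.977. The 3 exceptions were the V-XLS libraries. Replicates 1 and 3 of V-XLS were closest to M-XLS (0.987 for both), and replicate 2 was closest to V-XG (0.976, against 0.956 with the mean of replicates 1 and 3). The same 51 libraries were closest to their own group by the Pearson correlation of log2(TPM + 1).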

Overall, the information provided demonstrated that there was little to no variation among all sample replications and that high-quality sequencing data and biological duplicates are highly reproducible (Supplementary Figure S2; Supplementary Table S2). 

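Of the genes listed with TPM values, 24648 were above 0 in at least 1 library and 485 were at 0 in all 54 libraries. Genes above 0 in every library numbered 16546, and 22552 genes were above 0 in all 3 replicates of at least 1 group. A group mean above 1 TPM was reached by 18790 genes in some group and by 12370 genes in all 18 groups.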

In total, 25,133 genes were found to be expressed in 18 different developmental and ripening stages (Supplementary Table S3).

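From the enlargement to the color transition period (E to V), limma called 4209 up- and 1737 down-regulated DEGs in HJZ, 2573 and 2293 in ZHYS, 1424 and 4525 in CC, 2127 and 2105 in XG, and 1533 and 3199 in XLS. HSB had 710 up- and 240 down-regulated DEGs at this step. From the color transition to the maturity period (V to M), the order of the zones was different. HSB had 1045 up- and 4975 down-regulated DEGs, XG 2115 and 1272, and ZHYS 1585 and 757, CC 421 and 306, and XLS 180 and 192, while HJZ had 617 DEGs, of which 238 were down-regulated. With the Benjamini-Hochberg adjusted p in place of the unadjusted p, the HSB counts from E to V were 691 and 235 and the XLS counts from V to M were 152 and 156. The balance of up- and down-regulated DEGs depended on the scaling of the libraries. When TPM was rescaled by median-of-ratios factors, the E to V counts were 2551 up and 2941 down in HJZ, 2096 and 2892 in ZHYS, 2399 and 2422 in CC, and 1951 and 2517 in XLS, and the share of up-regulated DEGs moved by less than 10 percentage points in XG and HSB. The rescaled V to M counts were 293 and 535 in CC, 1574 and 1731 in XG, 95 and 310 in XLS, and 2101 and 3138 in HSB, and in HJZ 247 of 626 DEGs were up-regulated and in ZHYS 1179 of 2153 were down-regulated. Between the 2 scalings, 817 of the 950 E to V DEGs and 4183 of the 6020 V to M DEGs of HSB were shared. In TPM the median log2 change of all genes was -0.213 from E to V in CC and -0.209 from V to M in HSB, and in the other zones it was within 0.1 of 0 at both steps. Of the alternatives set beforehand, a pseudocount of 0.1 moved the largest number of these counts, for example from 372 to 1153 DEGs from V to M in XLS. That count was 90 in a fit of only the 2 groups compared, and single libraries decided it as well, since it was 45 without replicate 2 of V-XLS and 1120 without replicate 3 of V-XLS.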

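Averaged over the 6 zones, 1480 genes rose and 1850 fell from E to V, and 880 changed from V to M, of which 455 fell. With the zone means as the unit (6 pairs), the V to M number was 30 genes and the E to V number 3073. Of these genes, 1180 rose and 1519 fell in every zone from E to V, and 314 and 310 from V to M. The largest rises from E to V among genes that moved the same way in every zone were those of LOC100232882 (GRIP4), from a mean of 120 TPM to 30661 TPM with a log2 fold change of 8.63, and of LOC100233091 (GRIP22), from 27.6 to 4700 TPM with a log2 fold change of 8.24. The largest falls were those of LOC100252101, with a log2 fold change of -9.77, and of LOC100246409, with a log2 fold change of -9.54. Both were among the most abundant genes of the enlargement period (means of 74707 and 43952 TPM over the zones). In HSB they had 42839 ± 6043 and 29986 ± 4684 TPM at the enlargement period (SD, n = 3). At the color transition period they were still at 37041 ± 9790 and 22601 ± 7419 TPM in HSB (SD, n = 3). Their falls in HSB at this step were thus within the SD of V-HSB. In the other zones the group means at the color transition period were at most 37.36 and 34.1 TPM. From V to M the largest rises were those of LOC100266562 (3.26) and LOC100853526 (3.16), and the largest falls those of LOC109122806 (-3.04) and LOC100255237 (-3.01). With the zone means as the unit, the V to M changes of these 4 genes had limma adjusted p-values of 0.0632, 0.0505, 0.0666 and 0.0505, so none of the 4 was among the 30.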

Figures 2A,B and Supplementary Figure S3 show a number of up- and down-regulated DEGs identified at two adjacent periods during enlargement, color transition and maturity responses in six ecoregions. Notably, ‘carbon metabolism’, ‘glycolysis / gluconeogenesis’, ‘circadian rhythm - plant’, ‘biosynthesis of amino acids’, ‘carbon fixation in photosynthetic organisms’ and ‘citrate cycle (TCA cycle)’ were the main pathways functioning during enlargement – color transition periods. ‘circadian rhythm - plant’, ‘photosynthesis’, ‘glycolysis/gluconeogenesis’ and ‘biosynthesis of amino acids’ were the main pathways during color transition and maturity periods. Besides, ‘galactose metabolism’, ‘flavonoid biosynthesis’, ‘phenylalanine metabolism’, ‘fructose and mannose metabolism’, ‘carbon fixation in photosynthetic organisms’ and other photosynthesis-related pathways were enriched GO and KEGG terms that were worthy of attention in the transcriptome (enlargement and maturity periods) (Supplementary Tables S4, S5).

**Figure 2:**
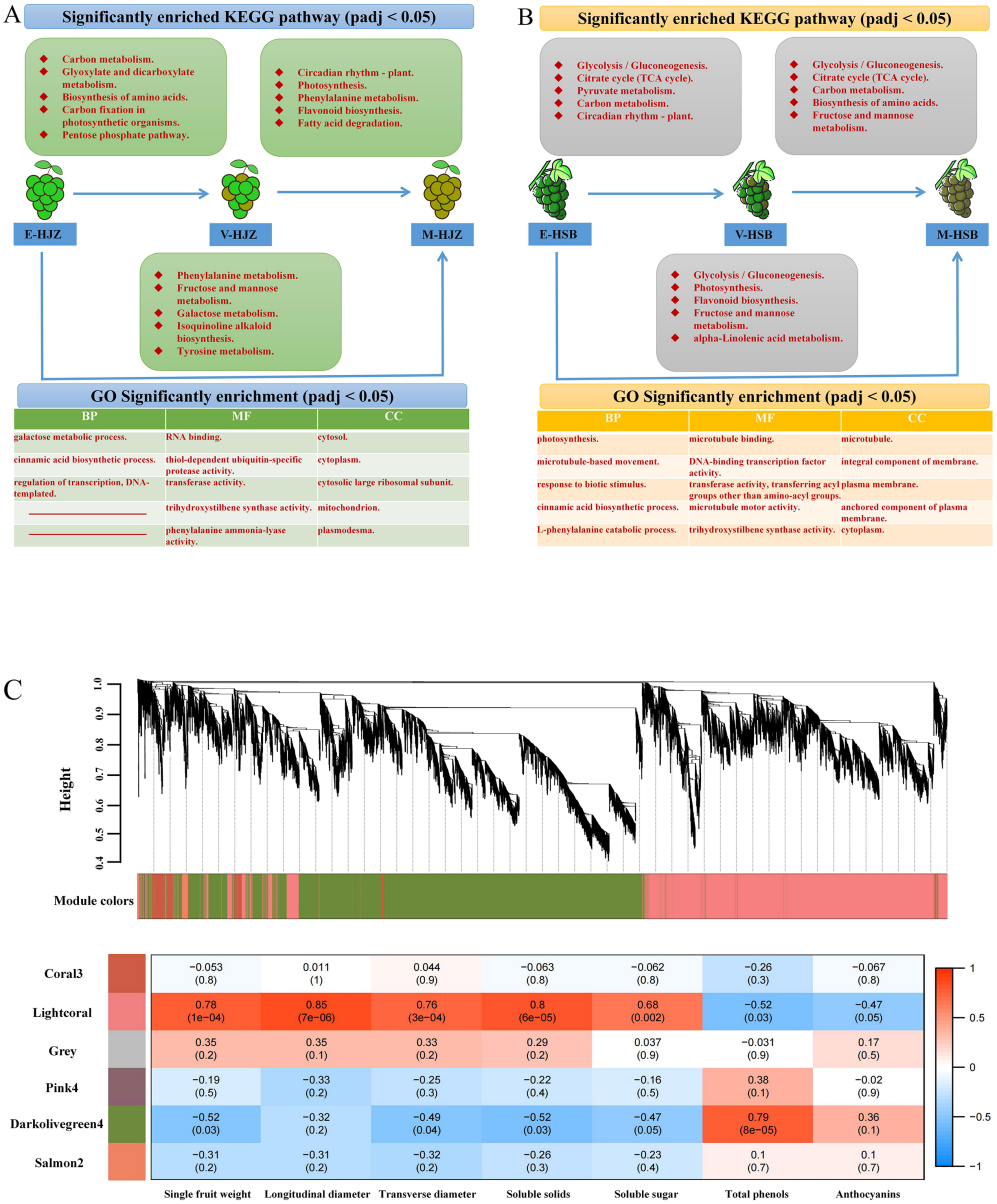
Transcriptome analysis of three periods of grapevine fruit development and maturity. **(A,B)** Different ecological regions were significantly enriched in the top 5 KEGG vocabulary and at least two top 5 GOs in the three developmental periods. **(C)** A dendrogram of co-expression modules (clusters) identified by WGCNA at fruit development and ripening stages. The main branches make up 6 modules of different colors. Additionally, a heatmap of the physiological shape correlation of the modules is shown. Each row corresponds to a module represented by a different color. Each column corresponds to a physiological index. Red indicates that clusters are positively correlated with tissue. Blue indicates a negative correlation.

### 3.3. Generation of transcriptional metabolic regulatory network

To gain further insight into the regulation of the transcriptional metabolism changes throughout grapevine development and ripening, WGCNA was performed to investigate the co-expression networks of DEGs. 

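Across the 18 comparisons of stages within zones, 15139 genes had a DEG call in at least 1 comparison. A group mean of at least 10 TPM in some group was reached by 12190 of all genes in the table and by 10191 of the genes with a call. With at least 1 TPM in place of 10, all 15139 genes with a call were kept. That outcome was fixed, since a change above 1 on the log2(TPM + 1) scale requires a group mean above 1 TPM.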

After filtering, in total 18,847 genes were used for further analysis and co-expression network in grapevine cultivars (Supplementary Table S6). The highest connectivity is achieved at a power value equal to 12 (Supplementary Figure S4). 

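The co-expression modules of WGCNA were not recomputed here, and the main axis of variation was taken from a principal component analysis of the 18 group means of the 10191 filtered genes, standardized gene by gene on the log2(TPM + 1) scale. Its first component held 43.7% of the variance. A correlation above 0.8 with this axis was found for 1484 genes and a correlation below -0.8 for another 1484 genes, together 29.1% of the filtered genes. The scores of the groups on the axis ran from -0.345 (E-HJZ) to -0.278 (E-XLS) at the enlargement period and from 0.194 (M-CC) to 0.275 (M-HSB) at the maturity period. At the color transition period they ran from 0.062 (V-ZHYS) to 0.18 (V-HJZ) in 5 zones, and V-HSB had a score of -0.144, between the other groups of its stage and the groups of the enlargement period. With a correlation limit of 0.7, 4605 genes lay on the axis. Among all 15139 genes with a call, which a limit of 1 TPM keeps, 1079 genes were above 0.8 and 3018 below -0.8, so that the balance of the directions depended on the filter.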

A total of 6 co-expression modules were identified based on their similar expression patterns. The module-trait correlation heat map showed that the accumulation of lightcoral module transcripts was significantly positively correlated with the shape and flavor changes of grape, including fruit single-grain weight, longitudinal diameter, transverse diameter, soluble solids and soluble sugar. The darkolivegreen4 module was associated with the above factor significant negative correlation. In contrast, the accumulation of transcripts in the darkolivegreen4 module was significantly positively correlated with grape total phenolics and anthocyanins. The lightcoral module was significantly negatively correlated with total phenolics and anthocyanins (Figure 2C).

### 3.4. Mining for differentially expressed genes in grape fruit shape regulation and flavour networks

While consumers are satisfied with the traditional supply of fruit, they are turning to new, exotic and high-quality products (25). It is therefore particularly important to produce excellent varieties with beautiful appearance, high nutrition and high efficiency (26). The shape of the grape fruit is one of the most important factors in consumer selection. We have identified a number of important DEGs in grape shape in the lightcoral module and darkolivegreen4 module, including 12 IQ-DOMAIN proteins, 7 MADS-box transcription factors, 3 indole-3-pyruvate monooxygenases, 2 EIN3-binding F-box proteins and ethylene receptors and one myb-related protein and brassinosteroid-6-oxidase (Supplementary Table S7). 

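The IDs of 29 genes are printed in Fig. 3A, without the class of each, and all 29 are in the TPM table. Only LOC100232983 has a symbol of its own in the RefSeq gene table (BR6OX1, the brassinosteroid-6-oxidase), so the others are given by ID. Their levels differed widely, since 7 of the 29 genes stayed below 5 TPM and 13 below 10 TPM in the mean of every group. The row of each gene drawn in Fig. 3A followed its group means of TPM, without a log, over the 16 columns that could be read (r of at least 0.999).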

Then, the heat map enrichment of the above differential genes was carried out and it was found that the high expression was mainly concentrated in the grapevine enlargement periods, there was no expression or weak expression in the color transition and maturity periods (Figure 3A).

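By the mean TPM over the 6 zones, 15 of the 29 genes of Fig. 3A were highest at the enlargement period, 6 at the color transition period and 8 at the maturity period; after quantile normalization these numbers were 13, 7 and 9, and after median-of-ratios scaling they did not change. Of the 15, 6 were highest at the enlargement period in all 6 zones. LOC100245766 fell from 3.90 ± 1.44 TPM at the enlargement period to 0.312 ± 0.414 at the color transition and 0.0811 ± 0.0301 at the maturity period (SD, n = 6 zones), with a log2 fold change from E to M of -2.09 (SE 0.07, adjusted p = 8.61e-26; lower at M than at E in every zone). LOC100264099 went from 14.7 ± 2.35 TPM to 7.75 ± 2.03 and 6.33 ± 1.52 (SD, n = 6 zones), a log2 fold change of -1.12 (SE 0.03, adjusted p = 1.56e-27) with a fall from E to M in every zone. In the opposite direction, LOC100241171 rose from 4.76 ± 1.82 TPM to 30.4 ± 8.06 and 48.5 ± 16.0 (SD, n = 6 zones), with a log2 fold change from E to M of 3.12 (SE 0.07, adjusted p = 2.82e-31; higher in every zone). From the enlargement to the maturity period 3 of the 29 genes rose and 6 fell past the thresholds, and the same 9 calls were made when p was adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. As a set the 29 genes had a mean log2 fold change of -0.17 between these stages and did not stand apart from the other genes (camera with an inter-gene correlation of 0.01, two-sided p = 0.573, with a p as small in 46 of 100 regroupings by permutation of the stage labels within each zone). Between the enlargement and the color transition period the mean was -0.13 (camera, p = 0.969, as small in 95 of 100 regroupings by permutation), with 2 genes up and 4 down past the thresholds and 6 calls over the list alone. The setting that moved these set tests most was fry, limma's rotation test. It gave p-values of 8.12e-08 and 0.000106, but of 0.489 and 0.485 with the zone means as the unit. From E to M the fry p was also 0.434 after quantile normalization and 0.654 without zone HSB. Taken singly, 27 of the 29 genes had a limma adjusted p below 0.05 at each step, at any fold change. The fry p therefore does not tell whether single genes of the list change. Over the 9 set tests on the lists of Fig. 3, camera gave p below 0.05 for the sugar genes from E to V. It did so as well for the shikimate genes from E to M and the anthocyanin genes from V to M. In the fit over all libraries these calls held under fry, and fry gave p below 0.05 for the other 6 as well. With the zone means as the unit, the fry p stayed below 0.05 for the sugar genes from E to M and E to V. It also did for the anthocyanin genes from V to M. The fry p was then above 0.05 for the shikimate genes (0.105) and the sugar genes from V to M (0.334). For the anthocyanin genes it was 0.172 from E to V and 0.125 from E to M.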

**Figure 3:**
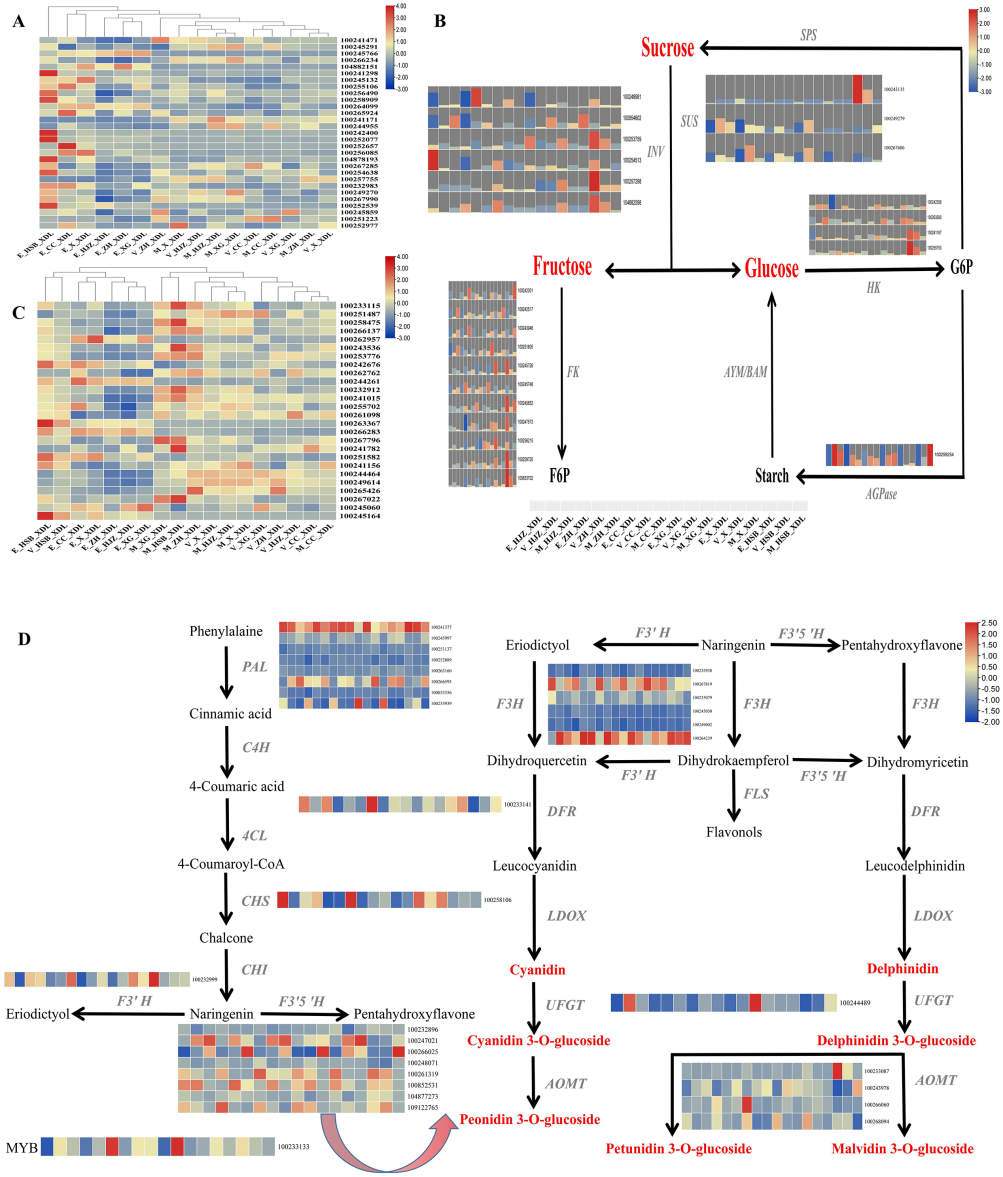
The key regulatory network for changes in morphology, color and flavor transcripts during grapevine development and ripening. **(A)** Heat map of key genes regulating grape shape. **(B)** Metabolic pathways of soluble sugars and expression patterns of involved genes. INV, invertase; SUS, sucrose synthase; HK, hexokinase; AMY/BMY, α−/β-amylases; FK, fructokinase; AGPase, ADP glucose pyrophosphorylase; SPS, sucrose phosphate synthetase. **(C)** Heat map of transcriptional expression of genes regulating grape phenolic compounds. **(D)** Gene expression patterns of the anthocyanin biosynthetic pathway in grape. PAL, Phenylalanin ammonia-lyase; C4H, Cinnamate-4-hydroxylase; 4CL, 4-coumarate: coenzyme A ligase; CHS, Chalcone synthase; CHI, Chalcone isomerase; F3H, Flavanone3-hydroxylase; F3’H, Flavanone 3′-hydroxylase; F3’5’H, Flavanone 3’5’-hydroxylase; DFR, Dihydroflavonol 4-reductase; FLS, Flavonol synthase; LDOX, Leucoanthocyanin dioxygenase; UFGT, UDP glucose:flavonoid 3-*O*-glucosyltransferase; AOMT, *O*-methyltransferase.

Soluble sugars are among the most important components contributing to the characteristic flavor of grape, it includes sucrose, fructose and glucose. Interestingly, the accumulation of soluble sugars was highly correlated with the lightcoral and darkolivegreen4 modules. To generate the regulatory network associated with soluble sugars metabolism, we examined the structural genes involved in soluble sugar metabolic pathway identified in the lightcoral and darkolivegreen4 modules. 

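In Fig. 3B values are drawn beside IDs of invertases (INV), sucrose synthases (SUS), hexokinases (HK), fructokinases (FK) and ADP glucose pyrophosphorylase (AGPase), in small print. Each ID was read from the figure and checked against the drawn row, and 24 genes were kept: 6 INV, 3 SUS, 3 HK, 11 FK and 1 AGPase. The AGPase gene LOC100259254 rose from 52.9 ± 16.5 TPM at the enlargement period to 224 ± 67.0 at the color transition and 249 ± 42.7 at the maturity period (SD, n = 6 zones), a log2 fold change from E to M of 2.26 (SE 0.04, adjusted p = 1.37e-34) with a rise between these stages in all 6 zones. The most abundant HK, LOC100242358, had 89.8 ± 23.2, 116 ± 13.6 and 124 ± 7.96 TPM at the 3 stages (SD, n = 6 zones), a log2 fold change of 0.51 (SE 0.03, adjusted p = 7.11e-19) that was positive in 5 of the 6 zones and stayed below 1.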

We identified 25 soluble sugar-metabolizing genes including 6 invertases (INV), 3 sucrose synthases (SUS), 4 hexokinases (HK), 10 fructokinases (FK) and 1 ADP glucose pyrophosphorylase in the lightcoral and darkolivegreen4 modules (Supplementary Table S7) whose expression was highly correlated with the accumulation of the soluble sugars. 

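By mean TPM over the zones, 10 of the 24 sugar genes of Fig. 3B were highest at the enlargement period, 6 at the color transition and 8 at the maturity period, and after quantile normalization these numbers were 8, 6 and 10. From E to M, 8 of the 24 genes rose and 2 fell past the thresholds (10 calls also when p was adjusted over the list alone), and from V to M no gene rose and 1 fell (1 call over the list alone, and 16 genes had a limma adjusted p below 0.05 at any fold change). The mean log2 fold change of the list was 0.33 from E to M (camera, p = 0.0602, as small in 2 of 100 regroupings by permutation of the libraries) and 0.047 from V to M (p = 0.41, as small in 71 of 100). The E to V step of this list was added after its result was seen, with a mean of 0.28 (camera, p = 0.0374, as small in 1 of 100 regroupings by permutation) and 7 rises and 1 fall past the thresholds, and the p was above 0.05 after quantile normalization (p = 0.0664) and among genes with a mean TPM of at least 1 (p = 0.0926). The V to M mean was -0.003 with a pseudocount of 0.1 and -0.025 after median-of-ratios scaling, where 11 genes were higher and 13 lower at the maturity period, against 14 and 10 in TPM and 12 and 12 after quantile normalization. Among the FK genes, LOC100243946 rose in all 6 zones at both steps, from 22.9 ± 7.21 TPM to 102 ± 18.4 and 141 ± 28.4 (SD, n = 6 zones), with log2 fold changes of 2.63 (SE 0.07, adjusted p = 1.22e-30) from E to M and 0.47 from V to M. LOC100259720 was highest at the enlargement period in every zone, with 4.17 ± 1.62, 2.17 ± 1.38 and 1.04 ± 0.399 TPM (SD, n = 6 zones), and a log2 fold change of -1.31 (SE 0.07, adjusted p = 1.02e-20). Of the 11 FK genes, 6 were higher and 5 lower at the maturity than at the enlargement period, and after quantile normalization the numbers were 8 and 3, because LOC100245726 and LOC100247573 changed direction.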

Most of the genes were highly expressed in the grapevine enlargement and the color transition periods, but lower in the maturity period (Figure 3B).

### 3.5. Production of grape phenolics and anthocyanins regulatory network

Chardonnay grapes are one of the main sources of wine grape varieties. Phenolic substances are crucial to the color and astringency of wine. They can endow grapes and wine with stable and high-quality color, full and rich taste, which is also the key to the health function of wine (27). Therefore, it is very meaningful to explore the changes of total phenols in grape. The phenolic acids in grapes are mainly derived from intermediate products of the shikimate pathway, other phenolics are produced from the end product of the shikimate pathway L-Phenylalanine via the phenylpropanoid biosynthetic pathway and the flavonoid biosynthetic pathway. In this study, we examined key structural genes related to the above-mentioned phenolic substance production pathway in the lightcoral and darkolivegreen4 modules, including 3-deoxy-D-arabino-heptulosonate-7-phosphate synthase (DAHPS), 3-dehydroquinate synthase (DHQS), quinate dehydrogenase (QDH)，shikimate kinase (SK)，5-enolpyruvylshikimate-3-phosphate synthase (EPSPS), chorismate synthase (CS), anthranilate synthase (AS) and prephenate dehydratase (PDT) (Supplementary Table S7). These structural genes showed different expression patterns during the development and ripening of grapevine, with generally high expression in the maturity period and low expression in the enlargement period (Figure 3C).

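Fig. 3C prints the IDs of 26 genes of these enzymes without the enzyme of each, so they are given by ID here. All 26 are in the TPM table, and the rows drawn in the figure followed their group means of TPM, without a log, over all 18 columns (r of at least 0.999). The group means of single genes reached 771.0 TPM, for LOC100261098 in V-HJZ, while LOC100244261 had at most 5.00 TPM, in E-CC.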

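Of the 26 genes of Fig. 3C, 15 were highest at the maturity period by mean TPM over the zones, 8 at the enlargement and 3 at the color transition period, and after median-of-ratios scaling the numbers were 13, 8 and 5. The maturity period was the highest in all 6 zones for 6 genes and the enlargement period for 5 genes. LOC100258475 rose from 85.7 ± 75.6 TPM at the enlargement period to 145 ± 43.4 and 315 ± 151 TPM (SD, n = 6 zones), with a log2 fold change from E to M of 2.11 (SE 0.10, adjusted p = 3.67e-22) and a rise between these stages in every zone. LOC100267796 rose likewise from 4.11 ± 3.05 to 6.80 ± 2.32 and 15.0 ± 6.80 TPM (SD, n = 6 zones), a log2 fold change from E to M of 1.76 (SE 0.05, adjusted p = 9.49e-28; higher in every zone). LOC100266283 was highest at the enlargement period in every zone, with 96.4 ± 10.1, 39.53 ± 12.9 and 40.4 ± 6.05 TPM (SD, n = 6 zones), a log2 fold change of -1.24 (SE 0.04, adjusted p = 5.70e-26). From E to M, 9 genes rose and 5 fell past the thresholds, the same 14 calls as over the list alone, and the list as a set had a mean log2 fold change of 0.32 (camera, p = 0.0178, as small in 13 of 100 regroupings by permutation of the libraries). The camera p was 0.0756 among genes with a mean TPM of at least 1, 0.0626 after quantile normalization and 0.0711 with the zone means as the unit, so the set call was lost under these settings.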

For wine grapes, anthocyanin content is often used as an important criterion for evaluating its quality (28). Since flavonoids and phenylalanine compounds are the main contributors to grape anthocyanins (29), we tried to generate regulatory networks for the metabolic pathways of the two compounds, screened the key structural genes involved in the above metabolic pathways in the lightcoral and darkolivegreen4 modules and found 8 phenylalanine ammonia-lyases (PAL), 1 chalcone synthase (CHS), 6 flavanone 3-hydroxylases (F3H), 1 flavonoid 3′ hydroxylase (F3’H), 8 flavonoid-3,5′-hydroxylases (F3’5’H), 1 dihydroflavonol 4-reductase (DFR), 1 UDP-sugar flavonoid glycosyltransferase (UFGT) and 4 caffeoyl-CoA *O*-methyltransferases (AOMT). 

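Fig. 3D draws values for 31 genes of this pathway, whose IDs were read from the figure and checked against the drawn rows. The IDs of the PAL, F3H and F3’5’H panels matched the rows only with TPM scaled within each group over the genes of the panel, which is a weaker check, and 3 of the PAL IDs were corrected. Between them 16 were higher at the maturity than at the enlargement period and 15 lower, with 12 rises and 6 falls past the thresholds (18 calls also over the list alone). As a set they had a mean log2 fold change of -0.09 from E to V (camera, p = 0.808), 0.64 from V to M (p = 0.028) and 0.55 from E to M (p = 0.472), and a p as small was given by 92, 12 and 78 of 100 regroupings by permutation of the libraries. From E to V 4 genes rose and 5 fell past the thresholds and from V to M 9 rose and none fell, with the same numbers of calls over the list alone. With the zone means as the unit 0 of the V to M calls remained, while the camera p of the set was 0.00909, and it was 0.00395 among genes with a mean TPM of at least 1 and 0.0898 without zone HSB. The CHS gene LOC100258106 (CHS3) had 185 ± 76.7 TPM at the enlargement, 69.9 ± 47.7 at the color transition and 104 ± 60.2 at the maturity period (SD, n = 6 zones), a log2 fold change from E to M of -0.89 (SE 0.09, adjusted p = 8.48e-12; lower in 5 of the 6 zones) that passed -1 after quantile normalization (-1.21) and without zone HSB (-1.09). The DFR gene LOC100233141 (DFR) had 126 ± 74.8, 98.5 ± 28.6 and 140 ± 39.9 TPM, and the F3’H gene LOC100232999, whose row is drawn in the panel of CHI, 56.4 ± 13.7, 29.5 ± 14.1 and 48.2 ± 20.2 TPM (SD, n = 6 zones). Their E to M log2 fold changes were 0.34 and -0.27. The gene in the UFGT panel, LOC100244489 (VVGT6), stayed low, with 0.694 ± 0.854, 2.46 ± 2.47 and 3.33 ± 2.57 TPM (SD, n = 6 zones) and a log2 fold change of 1.30 (SE 0.07, adjusted p = 7.08e-19; higher in 5 of the 6 zones).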

At the same time, in network regulation, we also found a transcription factor MYB, which plays an important role in the regulation of anthocyanins (Supplementary Table S7). 

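Fig. 3D names 8 PAL genes, LOC100241377, LOC100245997, LOC100251137, LOC100252889, LOC100263160, LOC100266593, LOC100855356 and LOC100255939. Members of such a family can share reads, and the way in which reads on several genes were counted is not stated, so the level of each member is uncertain. By mean TPM over the zones 7 of the 8 were highest at the maturity period and 1 at the enlargement period, also after median-of-ratios scaling and quantile normalization on the log2 scale, and 6 of them were highest at the maturity period in every zone. LOC100266593 had 5.12 ± 3.82 TPM at the enlargement, 25.8 ± 18.7 at the color transition and 163 ± 133.4 at the maturity period (SD, n = 6 zones), with log2 fold changes of 4.73 from E to M (SE 0.21, adjusted p = 3.41e-22) and 2.61 from V to M (SE 0.21, adjusted p = 3.02e-13), both positive in all 6 zones. With the zone means as the unit the V to M change had a limma adjusted p of 0.0632. LOC100241377 had the highest mean at the enlargement period, 98.7 ± 192 TPM, which rested on E-HSB (489.0 TPM), and it had 54.1 ± 39.3 and 145 ± 116 TPM at the later stages (SD, n = 6 zones), a log2 fold change of 1.88 (SE 0.14, adjusted p = 1.07e-15) with a rise in 5 of the 6 zones. LOC100255939 fell from 27.5 ± 21.0 to 8.84 ± 20.3 and 0.863 ± 0.357 TPM (SD, n = 6 zones), a log2 fold change from E to M of -3.50 (SE 0.15, adjusted p = 1.36e-22; lower at M than at E in every zone), and in HSB its mean was as high at the color transition (50.17 TPM) as at the enlargement period (48.79 TPM). The other 5 genes had means between 1.98 and 4.37 TPM at the enlargement and between 17.4 and 77.6 TPM at the maturity period, with E to M log2 fold changes from 2.82 to 3.84.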

Among the 8 PALs, one gene was generally highly expressed in all periods of Chardonnay grapes, two genes were highly expressed in grapevine maturity period and weakly expressed in the color transition and enlargement periods. Among the 8 F3’5’Hs, 5 genes were highly expressed in the grapevine color transition and maturity periods and 3 genes were generally low expressed in the three grapevine development periods. 

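In TPM, 6 of the 8 F3’5’H genes of Fig. 3D were highest at the enlargement period and 2 at the maturity period, and after quantile normalization the numbers were 5 and 2 with 1 gene highest at the color transition period. All 8 stayed below 10 TPM in the mean of every group and 6 of them below 5 TPM. The members may share reads, which was not tested, so the level of each one is uncertain. LOC100266025 was listed at 0 at the enlargement period in all libraries of 5 zones (mean 0.00222 ± 0.00544 TPM), with 0.228 ± 0.326 and 3.17 ± 3.08 TPM at the later stages (SD, n = 6 zones), a rise of 1.68 on the log2(TPM + 1) scale from E to M (SE 0.11, adjusted p = 7.33e-17; higher in 6 of the 6 zones). LOC100247021 rose from 0.312 ± 0.139 to 0.804 ± 0.324 and 1.40 ± 0.346 TPM (SD, n = 6 zones), a log2 fold change of 0.86 (SE 0.06, adjusted p = 5.30e-17; higher in 6 of the 6 zones). The gene with the symbol F3'5'H, LOC100261319, fell from 2.46 ± 2.18 to 0.927 ± 1.51 and 0.18 ± 0.147 TPM (SD, n = 6 zones), a log2 fold change of -1.31 (SE 0.08, adjusted p = 8.99e-19; lower in 6 of the 6 zones).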

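Values of 6 genes are drawn in the F3H panel of Fig. 3D. LOC100264239 had 64.2 ± 46.3 TPM at the enlargement, 234 ± 132 at the color transition and 230 ± 109 at the maturity period (SD, n = 6 zones), with a rise from E to M in every zone and a log2 fold change of 1.96 (SE 0.07, adjusted p = 3.02e-25). LOC100267819 had 97.4 ± 49.7, 67.4 ± 37.5 and 144 ± 37.0 TPM (SD, n = 6 zones), a log2 fold change of 0.68 (SE 0.12, adjusted p = 1.92e-06; higher in 6 of the 6 zones). LOC100233079, the gene with the symbol F3H, was highest at the enlargement period in every zone, with 47.5 ± 16.8, 30.2 ± 10.9 and 34.6 ± 12.6 TPM (SD, n = 6 zones) and a log2 fold change of -0.43 (SE 0.07, adjusted p = 2.45e-07). LOC100232938 (FLS1), LOC100245030 and LOC100249002 had stage means of at most 8.07, 9.52 and 1.08 TPM.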

Among the 6 F3’Hs, 2 genes were highly expressed in most periods. Four caffeoyl-CoA *O*-methyltransferases were weakly expressed or not expressed in the three developmental periods of grapevine (Figure 3D).

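Of the 4 AOMT genes of Fig. 3D, 3 were highest at the enlargement and 1 at the maturity period, also on the log2 scale after median-of-ratios scaling and quantile normalization. LOC100243978 had 290.5 ± 134 TPM at the enlargement, 469 ± 165 at the color transition and 600.8 ± 128.9 at the maturity period (SD, n = 6 zones), with a rise from E to M in 5 of the 6 zones and a log2 fold change of 1.16 (SE 0.06, adjusted p = 5.08e-20), which was 0.84 after quantile normalization and also 0.84 without zone HSB. LOC100233087 was highest at the enlargement period in every zone, with 85.4 ± 129.2, 20.6 ± 43.0 and 7.88 ± 5.39 TPM (SD, n = 6 zones), a log2 fold change of -2.53 (SE 0.10, adjusted p = 1.09e-23), and its highest group mean was 346.9 TPM in E-HSB. LOC100266060 and LOC100268094 had 5.00 ± 4.77 and 4.15 ± 0.9 TPM at the enlargement and 2.55 ± 0.765 and 1.61 ± 0.554 TPM at the maturity period (SD, n = 6 zones), with log2 fold changes of -0.43 and -1.01. The last of these lay at the threshold, from -1.05 to -0.97 when single libraries were left out, and was -0.75 after quantile normalization.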

### 3.6. RT-qPCR validation

For RT-qPCR investigation, 10 DEGs were randomly chosen in order to validate the RNA-Seq results Supplementary Table S8. gene-specific RT-qPCR primer pairs are listed. 

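The RT-qPCR measurements were not used here, and the TPM values of the 10 genes named in Fig. 4 are given instead. Of the 10, 8 were highest at the maturity and 2 at the enlargement period, and on the log2 scale after median-of-ratios scaling the numbers were 6 and 3 with 1 gene highest at the color transition period. LOC100217471 had the largest change, from 5.75 ± 4.50 TPM at the enlargement to 54.8 ± 42.3 and 316 ± 238 TPM at the later stages (SD, n = 6 zones), a log2 fold change of 5.77 from E to M (SE 0.27, adjusted p = 7.39e-22) with a rise in all 6 zones at both steps. LOC100240809 rose from 184 ± 47.1 to 387 ± 65.6 and 444.5 ± 48.2 TPM (SD, n = 6 zones), a log2 fold change of 1.31 (SE 0.03, adjusted p = 2.91e-30; higher in 6 of the 6 zones) that was 0.99 after quantile normalization. LOC100232972 (CCD1), LOC100233058 (MLO5) and LOC100253193 rose by log2 fold changes of 1.21, 1.16 and 1.05, and LOC100240895 by 0.21. LOC100233099 (UFGT) stayed at 0.806 ± 0.703 TPM or less in the means of the stages (SD, n = 6 zones), and its log2 fold change of 0.61 became 1.94 with a pseudocount of 0.1. LOC100240849 had no change past the limit of p from E to M, with 2.79 ± 0.790 and 2.89 ± 0.771 TPM (SD, n = 6 zones) and a log2 fold change of 0.04 (SE 0.04, adjusted p = 0.338; higher in 4 of the 6 zones) that was -0.02 after median-of-ratios scaling and without zone HSB. LOC100241032 fell by 0.28 on the log2 scale and LOC100233079 (F3H) is the gene of that name in Fig. 3D. In all, 5 of the 10 genes passed the thresholds from E to M, also over the list alone.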

The RT-qPCR and RNA-Seq data at various phases of development and maturation had similar expression patterns, according to the expression results, indicating the reliability of the RNA-Seq expression data.

**Figure 4:**
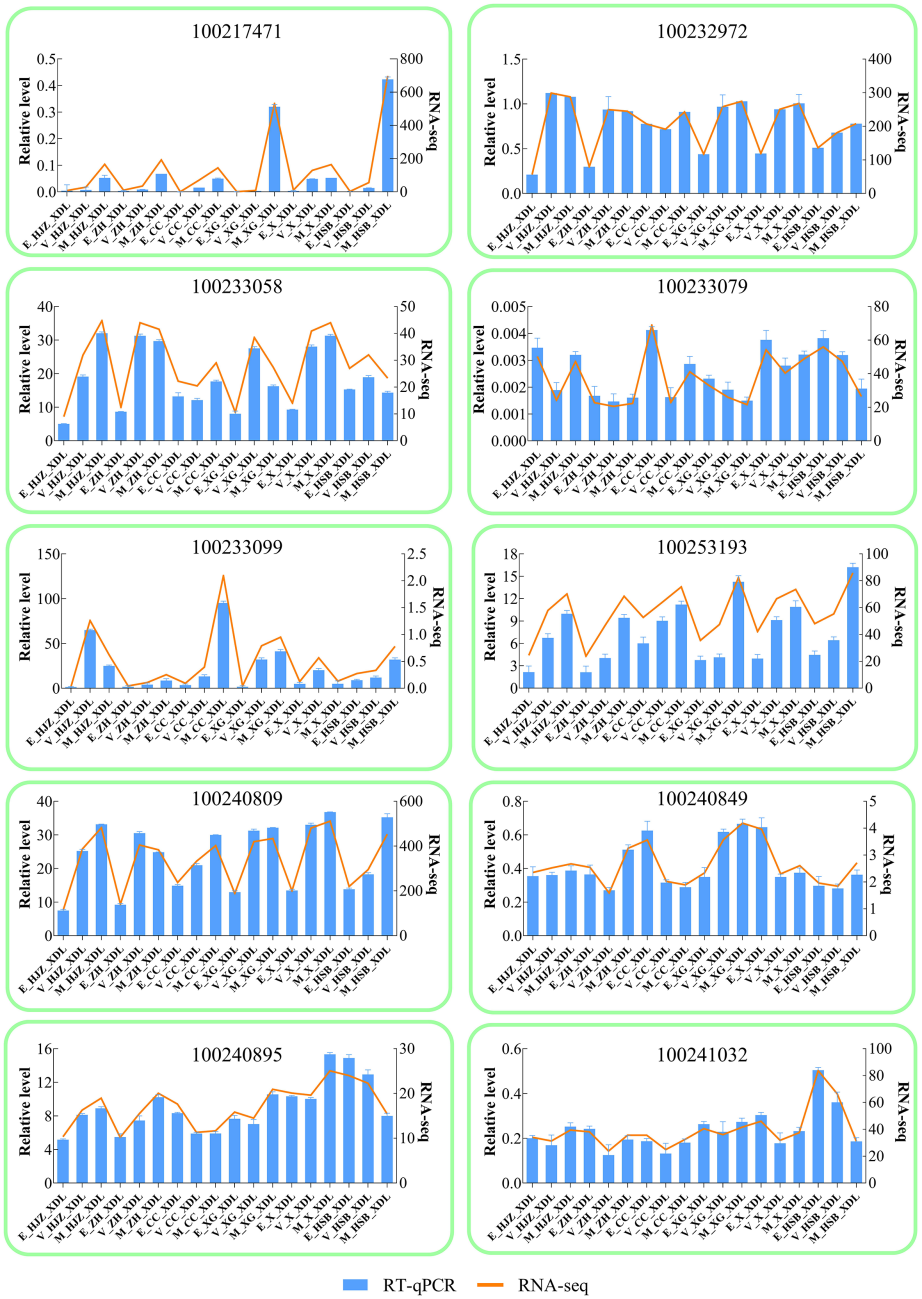
Validation of RNA-seq by RT -qPCR. The column chart and the main longitudinal coordinate represent the relative expression of quantitative real-time PCR (RT -qPCR), while the broken line diagram and the secondary longitudinal coordinate represent the TPM value of RNA-seq.

## 4. Discussion

Originally from Burgundy, France, the Chardonnay grape is a world-renowned variety for making excellent white wines. It has been introduced to China from France since 1979 and has subsequently started to be widely promoted and planted in China (30). The taste and quality of the grapes have a significant impact on the wine’s quality. In our study, Chardonnay grapes were collected from six different ecological zones in Ningxia Province, China. we monitor their growth and development and measure physiological indicators such as single fruit weight, longitudinal diameter, transverse diameter, soluble sugars, total phenols and total anthocyanins at the enlargement, color transition and maturity periods. In addition, transcriptome sequencing is also an important tool to monitor gene expression during different growth and developmental stages of Chardonnay grapes. We sequenced the transcriptomes of grapevine at different growth and developmental stages and correlated phenotypic traits to identify structural genes and transcription factor that regulate the growth and development of grapevine.

### 4.1. Chardonnay regulation of fruit shape genes in Chardonnay grapes

Fruit shape is an important appearance quality of grapes. Due to different preferences of consumers, fruit shape greatly affects people’s choice of grapevine varieties (31). Economically important traits such as yield, quality and nutritional value are judged on the basis of fruit size and shape (8). The genotype and environmental factors play a major role in determining grape shape, although growing practices also play a role. In our study, seven classes of key structural genes and transcription factors affecting grape shape development were identified (12 IQ-DOMAIN proteins, 7 MADS-box transcription factors, 3 indole-3-pyruvate monooxygenases, 2 EIN3-binding F-box proteins and ethylene receptors, one myb-related protein and brassinosteroid-6-oxidase) (Supplementary Table S7; Figure 3A). Scaffold proteins interact or combine with various proteins at specific locations such as cell membrane, cytoplasmic matrix or nucleus to form anchoring complexes, play an important role in signal transduction (32, 33). As scaffolding proteins, IQDs play important roles in plant growth and development (34). Wu et al. (35) reported that SUN/IQD can regulate cell division to prolong tomato growth, in IQD5-1 mutants, microtubule stability is reduced, resulting in disordered microtubules in cotyledon cells and reduced staggering in squamous cells. IQD5 plays a crucial role in regulating Arabidopsis leaf morphogenesis (36). MADS-box protein widely exists in eukaryotes and is an important class of transcription factors (37). Its gene is involved in the regulation of plant growth and development from root to flower and fruit (38). Dong et al. (39) showed that tomato with SlMADS1 gene silenced at fruit ripening, the amount of ethylene produced during the process is about 2 to 4 times that of the wild type. Terol et al. (40) found a MADS-box gene in Citrus clementina that may be involved in fruit regulation, specifically, the expression level in early-maturing varieties is lower than that in late-maturing varieties. In addition, cell growth is regulated by hormones such as auxin, gibberellin and brassinosteroids (41–43). Brassinolide can also change the shape of the fruit (44). Studies have shown that GW5 plays a role in the brassinosteroid signaling pathway to regulate the grain width and weight of rice (45); BR level changes have an effect on ovary growth and cell division in the early stage of cucumber fruit development (46). Interestingly, we found that IQD protein, MADS-box protein and brassinosteroid-6-oxidase were significantly expressed during the enlargement period of Chardonnay grapes and weakly expressed or not expressed during the color transition and maturity periods (Figure 3A). Therefore, we hypothesized that the shaping of fruit shape is mainly completed during the enlargement period during the growth of Chardonnay grapevine.

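The gene BR6OX1 (LOC100232983) encodes the brassinosteroid-6-oxidase of Fig. 3A. It had 25.1 ± 14.2 TPM at the enlargement period, 12.1 ± 7.47 at the color transition and 11.5 ± 5.31 at the maturity period (SD, n = 6 zones), with the highest level at the enlargement period in 5 of the 6 zones. The log2 fold change of LOC100232983 from E to M was -0.92 (SE 0.08, adjusted p = 1.61e-13; lower in 5 of the 6 zones), and its change from V to M was within its error (0.03, SE 0.08) and had the opposite sign after median-of-ratios scaling and quantile normalization. Of the other genes of Fig. 3A, LOC100256085 was highest at the enlargement period in every zone, with 5.43 ± 4.51, 1.24 ± 0.697 and 0.564 ± 0.274 TPM (SD, n = 6 zones). LOC100266234 was the most abundant of the 29, with 136 ± 52.9, 184 ± 37.2 and 244 ± 42.6 TPM (SD, n = 6 zones), and rose from E to M in every zone with a log2 fold change of 0.91 (1.02 without zone HSB). From the expression of these genes at the enlargement period, the paper hypothesizes that the shape of the fruit is formed mainly at that stage.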

### 4.2. Regulatory network of sugar metabolism in Chardonnay grape

Sugar is closely related to fruit yield and quality. Different types of soluble sugar have different sweetness and the difference in soluble sugar content and ratio has a decisive impact on taste characteristics and sensory quality (47–49). Sugar metabolism is the center of the whole biological metabolism of plants, plants have evolved to form a complete sucrose–sucrose (Suc-Suc) cycle metabolism system, which regulates the utilization, storage and homeostasis of intracellular sugar (50). The sugar metabolism regulation network is complex and involves many enzymes and transporters (51). The improvement of fruit sweetness quality has always been an important goal in fruit breeding. It is important to investigate the genetic control mechanism of sugar content in fruits and to explore the molecular markers and key genes for fruit sweetness quality breeding (52). Sucrose can produce fructose and glucose under the action of invertase and sucrose synthase. 

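Among the 6 INV genes of Fig. 3B, 4 had their highest mean TPM at the enlargement period, 1 at the color transition and 1 at the maturity period, also on the log2 scale after median-of-ratios scaling and quantile normalization. LOC100253759 was highest at the enlargement period in every zone, with 33.1 ± 6.25 TPM against 18.9 ± 8.04 and 19.0 ± 1.64 at the later stages (SD, n = 6 zones), a log2 fold change from E to M of -0.75 (SE 0.04, adjusted p = 2.48e-21). LOC100254513 and LOC100257298 fell by 0.26 and 0.43 on the log2 scale, each in 5 of the 6 zones, and LOC104882598 stayed below 1 TPM in all groups. LOC100854602 rose from 11.5 ± 4.01 to 17.0 ± 3.51 and 22.9 ± 3.75 TPM (SD, n = 6 zones), a log2 fold change of 0.98 (SE 0.05, adjusted p = 4.79e-21; higher in 5 of the 6 zones) that passed 1 with a pseudocount of 0.1 (1.05), and LOC100248981 rose by 0.48. Of the 3 SUS genes 1 was highest at the enlargement and 2 at the color transition period, also after both scalings. LOC100243135 had 167 ± 168 TPM at the enlargement period, 47.4 ± 116 at the color transition period and 0.0433 ± 0.0257 at the maturity period (SD, n = 6 zones), a log2 fold change of -6.90 (SE 0.07, adjusted p = 1.07e-43) with a fall from E to M in every zone. LOC100267606, the most abundant SUS, had 264 ± 73.8, 1080.0 ± 385 and 881 ± 118 TPM (SD, n = 6 zones), with a rise of 2.00 from E to V and of 1.79 from E to M on the log2 scale (SE 0.05 for both, adjusted p = 5.80e-30 and 1.09e-28; higher in 6 of the 6 zones at both). LOC100249279 had 78.9 ± 35.6, 219 ± 80.6 and 198 ± 58.0 TPM (SD, n = 6 zones), a log2 fold change of 1.40 from E to M.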

In our study, most of invertase and sucrose synthase were highly expressed during the enlargement period, which indicated that the accumulation of sugar in grapevine mainly occurred in Early growth and development (Supplementary Table S7; Figure 3B). Interestingly, Xu et al. (53) reported that insertion of a transposon in the rice vacuolar invertase gene OsVIN2 resulted in the emergence of a small-grain mutant sgs1 with increased sucrose content and decreased hexose levels in sgs1 (54). Cassava MeCWINV3 regulates sugar partitioning from source to sink and affects storage root yield by maintaining sugar balance in cassava (55). The activity of sucrose synthase was higher in the early stage of grapevine development and its activity decreased in ripening (56). Islam et al. (57) identified six sucrose synthases in citrus, which play an important role in regulating sugar accumulation in fruits. Fructose and glucose produce fructose-6-phosphate (F6P) and glucose-6-phosphate (G6P) under the action of fructokinase and hexokinase, respectively. Yang et al. (58) showed that MdFRK2 is the key gene for fructose phosphorylation in apples and the homeostasis and signaling of fructose content can regulate sugar metabolism and content. Transient overexpression of FpHXK1 and its kinase-deficient mutants had different effects on the contents of glucose, sucrose, anthocyanins and total phenols in strawberry fruit (59). F6P can re-synthesize sucrose under the catalysis of sucrose phosphate synthase (SPS). McIntyre et al. (60) verified that the SPS gene can improve the ability of sucrose synthesis through expression in sugarcane. Overall, we monitored the sugar metabolism network during the growth and development of Chardonnay grapevine, in which various enzymes and transporters play important roles.

### 4.3. Regulatory network of total phenols in Chardonnay grape

Grape phenolics are widely present in the fruit, leaf and branch tissues and are the main components that influence the skin, the colour of the wine and the backbone of the wine (61). There are a large number of phenolic substances in grape, which are closely related to grape postharvest transportation and storage, preservation, disease resistance, wine color, flavor and other quality indicators (62). Phenolic substances are one of the important secondary metabolites in plants. A variety of metabolic processes in plants involve the synthesis of phenolic substances, among which the shikimic acid pathway is the primary pathway for the synthesis of phenolic substances (63, 64). In our study, the regulation of proteases related to the shikimate metabolic pathway was our focus and eight regulatory proteases were found, including DAHPS, DHQS, QDH, SK, EPSPS, CS, AS and PDT. 

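Among the 26 shikimate genes of Fig. 3C, 18 were higher and 8 lower at the maturity than at the enlargement period, also after median-of-ratios scaling and quantile normalization. The largest fall was that of LOC100263367, from 17.1 ± 14.7 TPM at the enlargement period to 4.59 ± 10.7 at the color transition and 0.19 ± 0.108 at the maturity period (SD, n = 6 zones), with a log2 fold change of -3.66 (SE 0.07, adjusted p = 2.65e-35) and a fall from E to M in all 6 zones. LOC100261098, the most abundant gene of the list, had already reached its later level at the color transition period, with 215 ± 176, 519 ± 133.1 and 515 ± 105 TPM (SD, n = 6 zones). LOC100233115, in contrast, rose mainly from V to M, with 128.9 ± 52.8, 116 ± 32.3 and 222 ± 86.8 TPM (SD, n = 6 zones) and a V to M log2 fold change of 0.92 (SE 0.07, adjusted p = 7.66e-14) in 5 of the 6 zones. The genes past the thresholds from E to M included 5 with falls, from -1.24 in LOC100266283 to -3.66 in LOC100263367 on the log2 scale.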

The cluster enrichment of 8 related proteases found that they were mainly expressed significantly during the grapevine maturity period (Supplementary Table S7; Figure 3C). DAHPS is the initial enzyme of the shikimate synthesis pathway, catalyzing the synthesis of 3-deoxy-arabinoheptulose-7-phosphate from phosphoenolpyruvate and erythrose-4-phosphate (65). In Anji white tea, the expression levels of CsDAHPS gene also differed significantly at different developmental stages of the leaves, indicating that the gene responds to the whitening phenomenon in Anji white tea, while the expression of CsDAHPS gene enables tea trees to resist pathogenic infestation, improving the resistance of tea trees to stress (66). SK was able to catalyse the conversion of mangiferous acid to phosphoric acid-3-mangiferous acid. The expression of OsSK1 and OsSK3 was specifically increased at the spike tassel stage compared to pre- and post-tassel expression, suggesting that SK may influence floral organ development by controlling the mangiferic acid metabolic pathway (67). EPSPS mediates the synthesis of aromatic amino acids and some secondary metabolites in the mangiferous acid pathway. Overexpression of EPSPS increased stress resistance in *Arabidopsis thaliana* (68). In summary, the eight proteases not only affect the formation of grape phenols, but may also play an important role in plant stress resistance and floral organ development.

### 4.4. Regulatory network of anthocyanins in Chardonnay grape

As the largest branch of the flavonoid family, anthocyanins affect the color, taste nutritional value of wine and directly determine the color of grapes (23). Anthocyanins and tannins combine to form anthocyanin-tannin complexes, which soften the tannins in the wine, reduce its bitterness and roughness and make the taste more mellow. Anthocyanins can also scavenge free radicals, and their antioxidant activity is higher than that of vitamin C and vitamin E (69). In addition, anthocyanins have high anti-mutation, anti-cancer and anti-hyperglycemic activities, which endow wine with high nutritional value. The anthocyanins in wine grapes are a kind of flavonoid polyphenolic compounds with C6-C3-C6 as the basic skeleton, which are combined with sugar by glycosidic bonds (70, 71). Its biosynthesis goes through the synthetic pathway of phenylpropanoids and flavonoids (72). In our study, the ‘flavonoid biosynthesis’, ‘phenylalanine metabolism’ pathways were significantly enriched in Chardonnay grapes during the enlargement and the maturity periods (Figure 2A; Supplementary Figure S3). We focused on monitoring the biosynthesis pathway of phenylalanine and flavonoids, and found that a variety of proteases participated in the regulation of anthocyanin synthesis, including 8 PALs, 1 CHS, 6 F3Hs, 1 F3’H, 8 F3’ 5’Hs, 1 DFR, 1 UFGT and 4 AOMTs (Supplementary Table S7; Figure 3D). PAL is the key rate-limiting enzyme in the metabolism of phenylpropanoids. Xu et al. (73) treated grapes with N_2_O and found that the up-regulated expression of 12 PAL genes enhanced the metabolic activity of phenylalanine in grape, thereby increasing the anthocyanin content of grapes. Chen et al. (74) found that the tea tree CsPAL4 gene was preferentially expressed in young leaves and buds. Through the correlation analysis of anthocyanin components in purple leaf tea, it was found that CsPAL4 was closely related to the accumulation of different anthocyanins. F3’H and F3’5’H can catalyze the hydroxylation of dihydrokaempferol to dihydroquercetin and dihydromyricetin (75). Robinson et al. (76) used F3’H and F3’5’H gene silenced transgenic grapes to study the effects of these two genes on grape anthocyanins and the results showed that the decrease in the expression of a single gene in the two did not change the anthocyanin content, but led to changes in the composition ratio of anthocyanins. AOMT catalyzes the monoglycoside methylation of anthocyanins and delphinidins to produce glycosides of methylanthocyanidins, methyldelphinidins and delphinidins (77). DFR reduces dihydroflavonols to corresponding colorless anthocyanins (76). During fruit development, CHS is mainly distributed in the pericarp and vascular bundles, it is located in the cytoplasm, nucleus, cell wall, chloroplast, chromoplast and rough endoplasmic reticulum (78). The increase of CHS activity was consistent with the accumulation process of flavonoid content (79). In addition, the anthocyanin metabolic network is also regulated by regulatory factors such as MYB. MYB-related genes play a crucial role in the regulation of grape anthocyanin biosynthesis, mainly regulating the expression of 3GT (80). In our study, a MYB transcription factor was significantly expressed during Chardonnay enlargement period (Figure 3D). These results suggest that the related protease and transcription factor MYB in the phenylalanine and flavonoid biosynthetic pathway may regulate the production of grape anthocyanins.

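The MYB gene of Fig. 3D is LOC100233133 (MYB4A). It had 40.8 ± 15.1 TPM at the enlargement period, 66.6 ± 18.5 at the color transition and 59.2 ± 21.3 at the maturity period (SD, n = 6 zones). Its level was highest at the color transition period in 4 zones and at the enlargement and the maturity period in 1 zone each. The log2 fold change of LOC100233133 was 0.73 from E to V (SE 0.04, adjusted p = 1.02e-17) and 0.54 from E to M (SE 0.04, adjusted p = 5.10e-14), each positive in 5 of the 6 zones and below 1, and the color transition period stayed the highest after median-of-ratios scaling and quantile normalization. From the expression of this gene and of the structural genes of the pathway, the paper raises the possibility that they regulate the production of anthocyanins in grape.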

## 5. Conclusion

Here, based on our transcriptome database, we constructed the differential expression of Chardonnay grapevine cultivars at various growth and developmental phases in six ecological zones of Ningxia, China. We monitor its growth and development and measure physiological indicators such as swelling stage, discoloration stage, single fruit weight at maturity stage, longitudinal diameter, transverse diameter, soluble sugar, total phenols and total anthocyanins. Based on WGCNA correlative physiological data, we focused on Chardonnay grape shape changes, soluble sugar synthesis, total phenolic metabolic network and anthocyanin synthesis. The shikimic acid metabolic pathway, carbon skeleton biosynthesis, cell wall synthesis, phenylalanine metabolism, flavonoid biosynthesis and other reaction pathways were enriched in different growth stages of grapevine. We excavated some structural genes and transcription factors that may focus on regulating grape shape development, soluble sugar synthesis, total phenol metabolism network and anthocyanin synthesis network, which will provide a basis for the next step to monitor grape quality at the molecular level.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: NCBI, GSE231025.

## Author contributions

WW and JF: conceived and designed the experiments. GF, YR, JK, and BW: analyzed the data. JK, YR, and GF: conducted the experiments and wrote the paper. JF, JZ, and WW: revised the paper. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the General Project of National Natural Science Foundation of China (32272647), Key R&D Program of Shandong Province (2022LZGCQY1018), High-level Scientific Research Foundation of Qingdao Agricultural University (665/1119002) and Key R&D Program of Jiangsu Province (BE2022381).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Integrative analysis of grapevine (Vitis vinifera L) transcriptome reveals regulatory network for Chardonnay quality formation
**Source:** Front Nutr. 2023 May 30;10:1187842. doi: 10.3389/fnut.2023.1187842
**Supplement:** Supplementary file 2

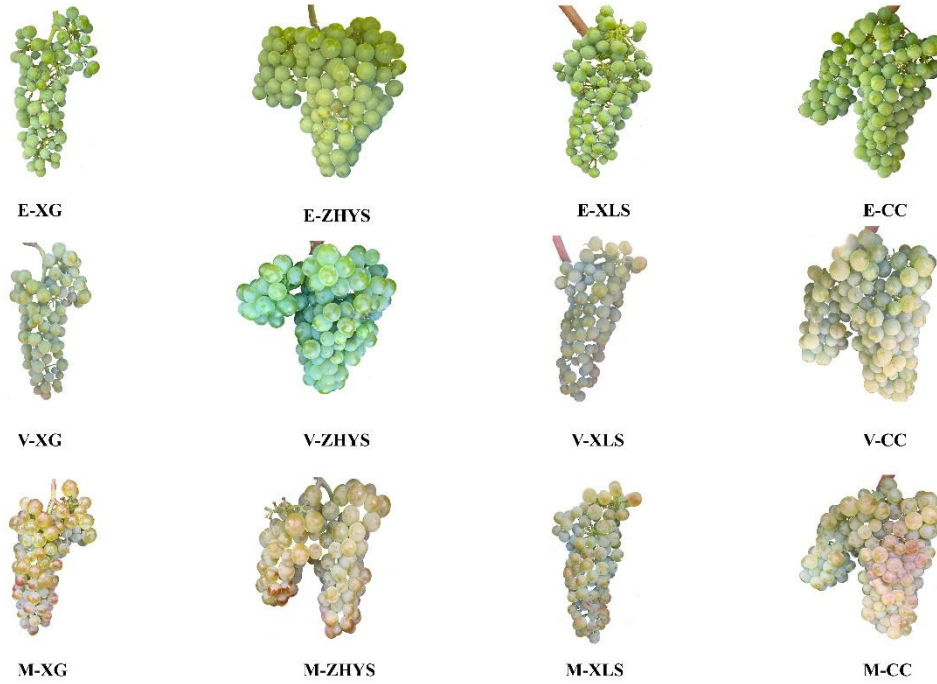

Figure S1 Displays of Chardonnay grapes at different stages of development were collected in the other four different ecoregions.

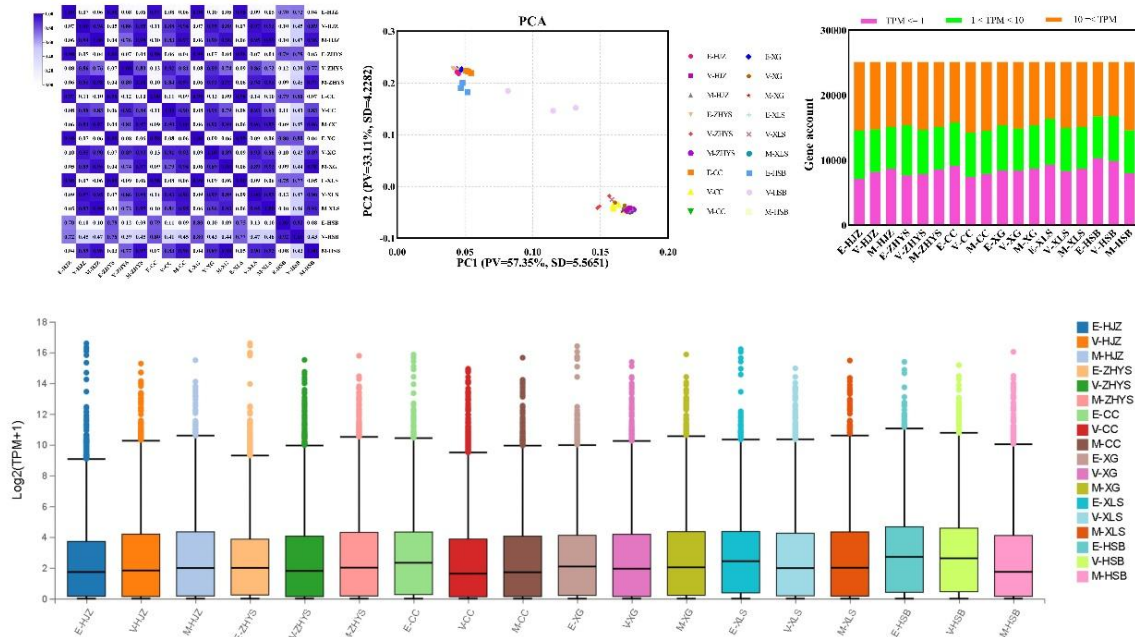

Figure S2 Different sample analysis and gene expression information. These include the expressed gene rate based on all genes, the number of genes with different fragments per kilobase transcripts per million (TPM) value, correlation matrix showing the correlation between samples and Principal Component Analysis (PCA) were performed on the biological replicates of each sample.

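The classes of Fig. S2 were recounted from the TPM values, as the mean number of genes per library over the 3 replicates of a group. All 54 numbers of the paper's Table S2 were met after rounding. Genes of at least 10 TPM numbered from 7121.33 ± 259 in E-HJZ to 10323 ± 60.8 in E-HSB (SD, n = 3), and genes from 1 to 10 TPM from 6427.33 in E-HSB to 7737.33 in E-ZHYS. Both groups at the ends of the first range belong to the enlargement period, where the zones differed more than at the maturity period (7907.67 in M-CC to 8712.33 in M-XG).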

|        | E-HJZ            | V-HJZ            | M-HJZ            | E-ZHYS | V-ZHYS           | M-ZHYS           |  | E-CC | V-CC             | M-CC             | E-XG             | V-XG             | M-XG             |  | E-XLS | V-XLS            | M-XLS            | E-HSB            | V-HSB            | M-HSB            |
|--------|------------------|------------------|------------------|--------|------------------|------------------|--|------|------------------|------------------|------------------|------------------|------------------|--|-------|------------------|------------------|------------------|------------------|------------------|
| E-HJZ  | —                | 6802 ↑<br>7311 ↓ | —                | —      | —                | —                |  | E-CC | —                | 6424 ↑<br>6649 ↓ | —                | —                | —                |  | E-XLS | —                | 4757 ↑<br>4943 ↓ | —                | —                | —                |
| V-HJZ  | —                | —                | 2818 ↑<br>3070 ↓ | —      | —                | —                |  | V-CC | —                | 2648 ↑<br>2904 ↓ | —                | —                | —                |  | V-XLS | —                | —                | 2697 ↑<br>4348 ↓ | —                | —                |
| M-HJZ  | 3840 ↑<br>4559 ↓ | —                | —                | —      | —                | —                |  | M-CC | 3545 ↑<br>4452 ↓ | —                | —                | —                | —                |  | M-XLS | 2960 ↑<br>4974 ↓ | —                | —                | —                | —                |
| E-ZHYS | —                | —                | —                | —      | 5622 ↑<br>6061 ↓ | —                |  | E-XG | —                | —                | —                | 6014 ↑<br>6269 ↓ | —                |  | E-HSB | —                | —                | —                | 3353 ↑<br>2150 ↓ | —                |
| V-ZHYS | —                | —                | —                | —      | —                | 3978 ↑<br>4183 ↓ |  | V-XG | —                | —                | —                | —                | 5880 ↑<br>5694 ↓ |  | V-HSB | —                | —                | —                | —                | 6488 ↑<br>7523 ↓ |
| M-ZHYS | —                | —                | —                | —      | 3219 ↑<br>4721 ↓ | —                |  | M-XG | —                | —                | 3886 ↑<br>4597 ↓ | —                | —                |  | M-HSB | —                | —                | —                | 4445 ↑<br>5868 ↓ | —                |

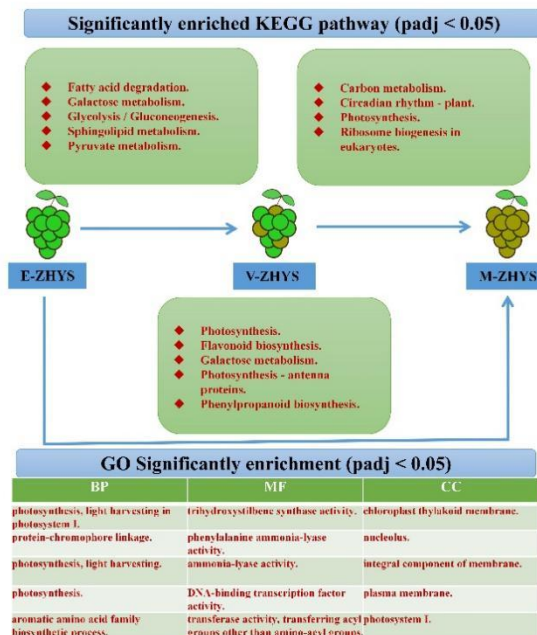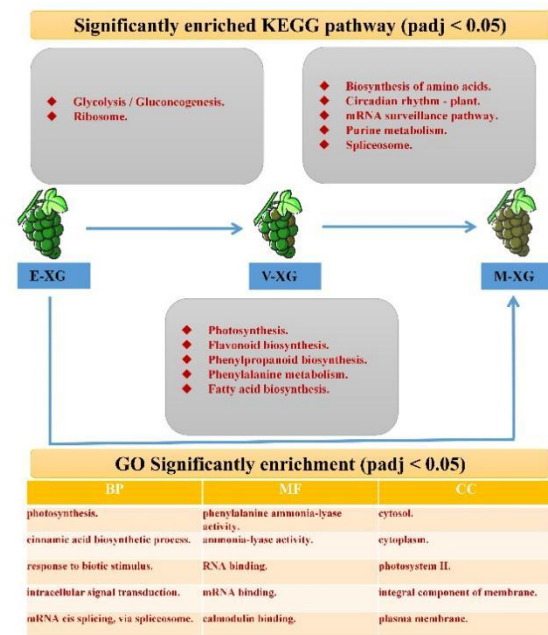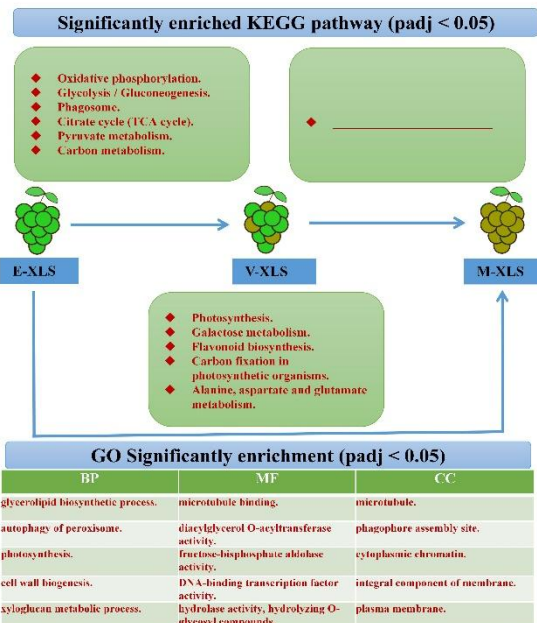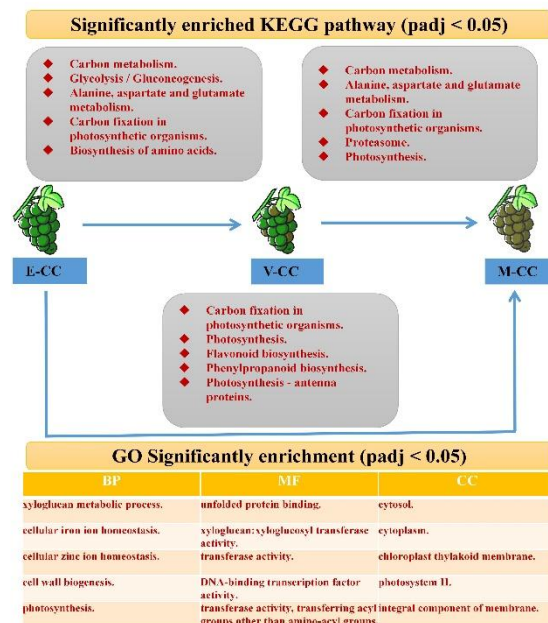

Figure S3 The number of DEG in different developmental stages of grape fruit , numbers in red or black indicate the number of up- or down-regulated genes,

respectively, when compared and four other different ecological regions were significantly enriched in the top 5 KEGG vocabulary and at least two top 5 GOs in the three developmental periods.

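For the step from the enlargement to the maturity period (E to M), limma on the TPM values called 5467 up- and 1722 down-regulated DEGs in HJZ, 3947 and 2128 in ZHYS, 1780 and 4025 in CC, 3593 and 2525 in XG, 2131 and 3398 in XLS, and 1888 and 6695 in HSB. After median-of-ratios scaling the counts were 2690 and 3269 in HJZ, 2183 and 3187 in ZHYS, 2541 and 2843 in CC, 2614 and 3154 in XG, and 3381 and 3972 in HSB. In XLS this scaling moved the share of up-regulated DEGs by less than 10 percentage points, and quantile normalization gave 2593 and 2673. The median log2 change of all genes in TPM was 0.139 in HJZ and -0.267 in HSB. Averaged over the zones, 2510 genes rose and 2869 fell from E to M, and 5175 of these 5379 genes were also called after median-of-ratios scaling. A DEG call in the same direction in all 6 zones was made for 758 up- and 1002 down-regulated genes from E to M. From E to V such a call was made for 267 and 55 genes, and from V to M for 6 and 16. The E to V numbers cannot exceed the DEGs of HSB, which had 710 up- and 240 down-regulated DEGs at this step. The 55 genes therefore do not show how many genes fell together in the zones other than HSB. Opposite calls in different zones were made for 552 genes from E to V, 630 from V to M and 732 from E to M.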

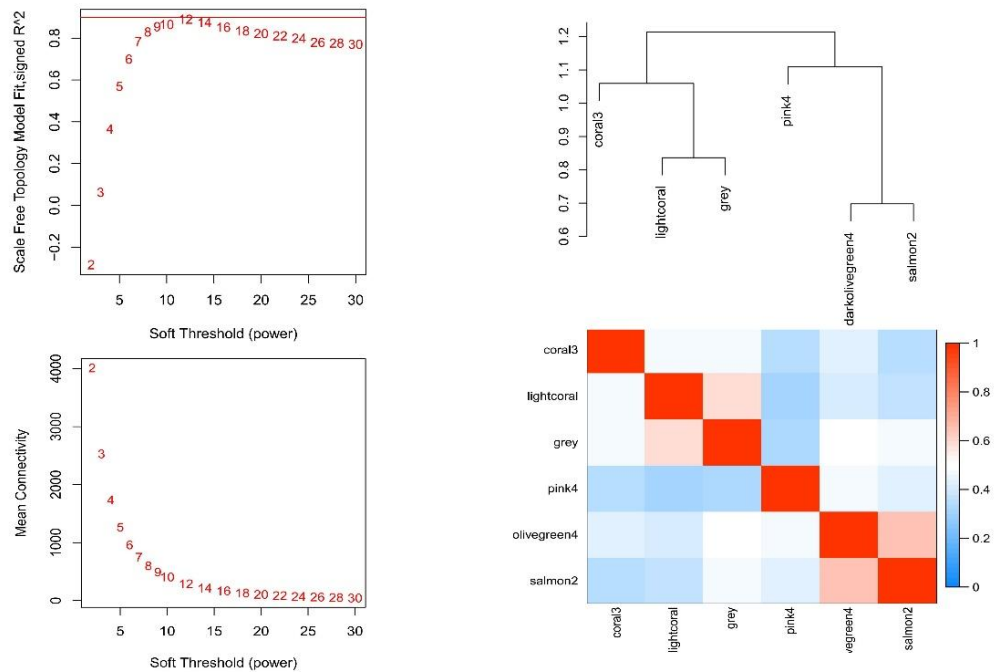

Figure S4 WGCNA scale-independence and average connectivity, transcriptome-trait correlations and cluster dendrogram and heatmap of correlations between modules with different traits.

How the deposited data were processed for this re-analysis (not part of the article)

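Berry flesh of 6 ecological zones at 3 stages was analysed as 18 groups of 3 libraries, named by stage and zone, and the 54 libraries were assigned to groups by their labels. The values used are TPM as the authors deposited them: the clean reads were aligned with HISAT2 to the grapevine reference genome, the fragments of each gene were counted with featureCounts, and the counts were divided by gene length and scaled to the same total in every library. The replicates were not pooled, the values are rounded to 2 decimals, and 0 columns were left out. The table holds 25133 genes under NCBI Gene numbers. The genome build is not named in the text, so the symbols come from the RefSeq gene table of the assembly ASM3070453v1, which holds 23256 of the IDs, and its coordinates were not used here.

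TPM keeps no sequencing depth. By the paper's Table S1 the libraries had a mean of 44.361 M clean reads, and the counts behind each TPM value were not used here, so the precision of a gene with low TPM is known only from the spread between its replicates.

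Stage differences were tested with limma (version 3.58.1, R 4.3.3) on log2(TPM + 1), with 18 group means, a variance trend with mean level and all 54 libraries in one fit. Within zones, a DEG had an unadjusted p below 0.05 and an absolute log2 fold change above 1. For means over the 6 zones, and for the difference of the E to V change in one zone from the mean of the other zones, the Benjamini-Hochberg adjusted p was below 0.05 with the same limit on the change. The genes drawn in each part of Fig. 3 were tested as sets with camera (inter-gene correlation 0.01) and with fry. The genes named in the text are those whose IDs are printed in Fig. 3 or Fig. 4, and for each mean over the zones the 2 largest rises and the 2 largest falls among genes past the thresholds that changed the same way in all 6 zones. Together with the most abundant gene of each library, symbols were looked up for 131 genes. Of the 56 IDs with values in the small print of Fig. 3B and 3D, 47 were kept as first read, 8 were corrected and 1 was left out, by comparing the drawn values with TPM, which in the PAL, F3H and F3’5’H panels matched only when scaled within each group over the genes of the panel.

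The fit was tested on simulated data with 25133 genes, in which each changed gene had a log2 change of 2. Smaller changes were not simulated, so the rates of recovery do not apply to them. The noise was normal and independent between genes, the libraries did not differ in composition, and changed genes had a mean TPM of at least 1. The rates of recovery therefore do not cover genes with a lower mean TPM. Neither they nor the false calls cover differences in composition or correlated genes. Within 1 zone the fit recovered 99.5% of 400 genes, 200 changed only in that zone and 200 in all zones, and called 31 unchanged genes. It recovered 200 of 200 genes changed in all zones with 0 false calls, and 96.5% of 200 genes whose change differed in 1 zone. It called 23 genes in a comparison in which nothing was changed.

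The tests, the thresholds, the rule for the named genes and the alternatives were set before the data were examined, apart from the E to V test of the sugar genes and the alternatives and tests that the closing section names as chosen later. The alternatives were a pseudocount of 0.1, genes with a mean TPM of at least 1, median-of-ratios scaling (factors from the 16546 genes above 0 in every library), quantile normalization, the replicate number as a block, leaving out each library in turn, the adjusted p within zones, a fit of only the 2 groups compared, the zone means as the unit, fry, and leaving out zone HSB. The component analysis was set up from the standard deviations printed in Fig. S2. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The drawn values of the figures were read with Pillow 12.0.0. The module tables of the network analysis, the pathway annotation, the full tables of DEGs and the RT-qPCR values were not used here.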

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

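The tests of composition and of single libraries in this part were chosen only after the results were seen, and they took the place of earlier forms, which had no way of coming out against these explanations, mixed the weight of a library with chance or compared only numbers of genes.

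In each of the 6 zones the E to V change differed from the mean of the other 5 zones, by a test of the difference itself (limma, adjusted p below 0.05 and a difference above 1 on the log2 scale). The number of such genes was 3048 in HJZ, 2570 in ZHYS, 3005 in CC, 1378 in XG, 1077 in XLS and 2634 in HSB. The libraries of all zones were sequenced to nearly the same number of clean reads, and a batch of sequencing or library preparation is not given, so a difference between batches was not tested. Reads shared between related genes and the length or GC content of the genes were not tested either.

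In HJZ, 2724 of the 3048 genes were above the mean of the other zones and the rest below it. When the zone labels were shuffled within each stage, 1 of 100 groupings (the real one included) gave as many genes, and the largest other number was 2477. The shuffles, here and for the other zones, moved single libraries and so broke up the replicates of a group. A high rank among them shows that replicates resemble each other, and it does not tell why the zones differ. Part of the pattern may come from TPM composition, since after median-of-ratios scaling 48.7% of the genes were above the other zones, against 89.4% in TPM, and the number fell to 1809, of which 1205 were shared. The scaled number was reached by 1 of 100 groupings. Composition as the whole cause is argued against by the 1205 shared genes, as far as 1 scaling factor per library removes it. A single deviant library as the whole cause is argued against as well, since at least 84.9% of the genes (2589, without E-HJZ replicate 2) were still called in the same direction with any 1 library left out.

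In CC, 461 genes were above the other zones and 2544 below, and 2 of 100 groupings gave as many genes, the largest number being 3888. The one-sided direction may likewise come from TPM composition, since the share above the other zones was 59.6% after scaling against 15.3% in TPM. The scaled number was 1730, and 1 of 100 groupings reached it. The 1160 genes shared argue against composition as the whole cause, as far as the scaling removes it. With any 1 library left out at least 90.6% of the genes (2722, without E-CC replicate 2) were still called in the same direction, which argues against a single deviant library as the whole cause.

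In ZHYS, 1464 genes were above and 1106 below the other zones, and 2 of 100 groupings gave as many, the largest number being 2936. After median-of-ratios scaling the number was 2622 (1009 above and 1613 below, 2110 genes shared), reached by 1 of 100 groupings, and in TPM at least 90.1% of the genes (2315, without V-ZHYS replicate 1) were still called in the same direction with any 1 library left out. In HSB, 1506 of the 2634 genes were above the other zones, and 2 of 100 groupings gave as many, the largest number being 3321. After scaling the number was 2670 (1794 above and 876 below, 2345 genes shared), reached by 1 of 100 groupings, and in TPM at least 90.9% of the genes (2395, without V-HSB replicate 1) were still called with any 1 library left out. The shared genes argue against TPM composition as the whole cause in these zones, as far as the scaling removes it. The fits without 1 library argue against 1 deviant library as the whole cause.

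In XG, 734 genes were above and 644 below the other zones, and 4 of 100 groupings gave as many, the largest number being 3465. After scaling 589 genes were above and 770 below, a number reached by 1 of 100 groupings. The 1233 shared genes argue against TPM composition as the whole cause, as far as the scaling removes it. With any 1 library left out at least 88.1% of the genes (1214, without E-XG replicate 3) were still called in the same direction, which argues against 1 deviant library as the whole cause.

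In XLS, 151 genes were above and 926 below the other zones, and 4 of 100 groupings gave as many, the largest number being 3401. After scaling the number was 814 (220 above and 594 below, 745 shared), which 3 of 100 groupings reached, the largest with 1893. The 745 shared genes argue against TPM composition as the whole cause, as far as the scaling removes it, though shuffled labels could give larger numbers. With any 1 library left out at least 75% of the genes (808, without V-XLS replicate 3) were still called in the same direction, which argues against 1 deviant library as the whole cause. Without V-XLS replicate 2, which lay apart from the other replicates of its group, the number rose to 1883, with 1007 of the 1077 genes among them.

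A biological difference between the zones, such as in climate, management or the progress of ripening, stays open as an explanation that was not tested.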

How the results depend on the processing

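The settings with median-of-ratios scaling and no fold change limit, with median-of-ratios scaling and a pseudocount of 0.1, and with the blurred IDs as first read were chosen only after seeing the data.

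A pseudocount of 0.1, which by construction enlarges the changes of genes with low TPM, moved the largest number of counts among the alternatives chosen earlier. The E to V DEGs were then 7714 in ZHYS, 9215 in CC, 6858 in XG, 7597 in XLS and 2068 in HSB, the V to M DEGs 1671 in HJZ, 4401 in ZHYS, 1703 in CC, 6013 in XG, 1153 in XLS and 9156 in HSB, and the E to M DEGs 9172 in ZHYS, 8885 in CC, 9212 in XG and 8461 in XLS. The means over the zones gave 5811 genes from E to V, 2111 from V to M and 8441 from E to M. Genes whose E to V change differed between zones numbered 5299 in HJZ, 4442 in ZHYS, 5586 in CC, 2772 in XG, 2375 in XLS and 4782 in HSB.

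With median-of-ratios scaling, these differences between zones numbered 1809 in HJZ and 1730 in CC, and with quantile normalization 1723 and 1720, while every other total of DEGs stayed within 1.5 times under both scalings. The up- and down-regulated DEGs taken apart moved more, for example from 4209 to 2551 up-regulated in HJZ and from 1424 to 2399 in CC from E to V with median-of-ratios scaling. A fit of only the 2 groups compared gave 90 DEGs from V to M in XLS; the cause was not tested. With single libraries left out this count ran from 45 (without V-XLS replicate 2) to 1120 (without V-XLS replicate 3), and the zone difference of XLS from 917 (without V-XLS replicate 1) to 1883 (without V-XLS replicate 2). All other totals of DEGs stayed within 1.5 times when a library was left out. With the zone means as the unit, which leaves 6 pairs, the mean over the zones from V to M gave 30 genes.

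Median-of-ratios scaling with no fold change limit gave, in the order HJZ, ZHYS, CC, XG, XLS and HSB, 14690, 14740, 14402, 13630, 14522 and 6566 genes from E to V, 5079, 10552, 6291, 12826, 5549 and 15659 from V to M, and 15362, 15226, 14944, 15544, 15509 and 17178 from E to M. With this scaling and a pseudocount of 0.1, the E to V DEGs were 7754 in ZHYS, 6906 in XG, 7297 in XLS and 1850 in HSB, the V to M DEGs 1546 in HJZ, 3985 in ZHYS, 1782 in CC, 5859 in XG and 1183 in XLS, and the E to M DEGs 8309 in XLS.

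For the lists of Fig. 3, fry gave p below 0.05 where camera did not, at the same mean log2 fold change: -0.171 and -0.134 for the shape genes from E to M and E to V, 0.332 and 0.047 for the sugar genes from E to M and V to M, and -0.088 and 0.552 for the anthocyanin genes from E to V and E to M. With the zone means as the unit, fry kept p below 0.05 among these only for the sugar genes from E to M (0.00631). The V to M mean of the sugar genes reversed to -0.003 with a pseudocount of 0.1 and to -0.025 with median-of-ratios scaling. The camera call of the shikimate genes was lost among genes with a mean TPM of at least 1 (mean 0.318), with quantile normalization (0.263) and with the zone means as the unit (0.318), and that of the anthocyanin genes from V to M without zone HSB (0.67). The causes were not tested. With single libraries left out both calls stayed. The camera call of the sugar genes from E to V, a test added after its result was seen, was lost among genes with a mean TPM of at least 1 (mean 0.31), with quantile normalization (0.276), with the IDs as first read (0.24) and, of the libraries, only without V-XLS replicate 2. The IDs as first read changed no other call of the sugar and anthocyanin lists.

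PC1 and PC2 took 93.2827% and 3.8464% of the variance with log2(TPM + 1) values and 53.9227% and 14.7273% with centred values and libraries as observations. With a limit of 0.5 TPM, the genes above it numbered 16012.6667, 16084, 16466.3333, 16815, 16002.3333, 16474.6667, 17195, 15666.3333, 15911.3333, 16738, 16152, 16774.6667, 17808.3333, 16318.6667, 16489.6667, 18078.3333, 18199.3333 and 16073.3333 at E, V and M in HJZ, ZHYS, CC, XG, XLS and HSB in turn. With a correlation limit of 0.7 there were 4605 genes on the main axis.

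Of 76 single-gene results, 55 kept their direction and their side of the limits under every alternative run for them, and 21 changed: 10 became weaker, 7 stronger and 4 reversed. The limit on the mean TPM left 72 of the 76 to test, and the adjusted p within zones and the fit of only the 2 groups compared were not run for single genes. The reversed ones were small changes. LOC100240849 from E to M was -0.017 with median-of-ratios scaling and -0.018 without zone HSB. LOC100232983 from V to M was -0.049 with median-of-ratios scaling, -0.032 with quantile normalization and from -0.028 (without V-XLS replicate 2) to 0.054 (without V-XLS replicate 1) with single libraries left out. LOC100245726 and LOC100247573 from E to M were 0.002 and 0.02 with quantile normalization.

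With the replicate block (zone and replicate number), all 36 other results tested kept their direction and call, for example 365 DEGs from V to M in XLS. The numbers do not pair the samples, since libraries of the same zone and number deviated together in only 6 of 54 pairs (r above 0.1, median -0.001). The test of pathway keyword sets among DEGs was not run, because product names were not used here. TPM keeps no depth, which limits what can be said of genes near 0.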

Differences from the paper's values

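The number of DEGs differed from that of Fig. S3 by more than 1.5 times in 28 of 36 cases. In the pairs below the first number is the paper's.

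From E to V, up-regulated DEGs were 6802 (the paper) against 4209 in HJZ, 5622 against 2573 in ZHYS, 6424 against 1424 in CC, 6014 against 2127 in XG, 4757 against 1533 in XLS and 3353 against 710 in HSB, and down-regulated DEGs 7311 (the paper) against 1737 in HJZ, 6061 against 2293 in ZHYS, 6269 against 2105 in XG, 4943 against 3199 in XLS and 2150 against 240 in HSB. Of the alternatives set before the data were examined, a pseudocount of 0.1 closed the gap for up-regulated DEGs in HJZ (5808) and down-regulated DEGs in ZHYS (4116) and XLS (5459), leaving out a library closed it for down-regulated DEGs in XLS (up to 3375), and none closed it in the other cases.

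From V to M, up-regulated DEGs were 3978 (the paper) against 1585 in ZHYS, 2648 against 421 in CC, 5880 against 2115 in XG, 2697 against 180 in XLS and 6488 against 1045 in HSB, and down-regulated DEGs 4183 (the paper) against 757 in ZHYS, 2904 against 306 in CC, 5694 against 1272 in XG, 4348 against 192 in XLS and 7523 against 4975 in HSB. In HJZ the paper gives 2818 up-regulated DEGs against 379 and 3070 down-regulated DEGs against 238. Of the alternatives set before the data were examined, a pseudocount of 0.1 closed the gap for up-regulated DEGs in ZHYS (3049) and down-regulated DEGs in HSB (7560), leaving out a library closed it for down-regulated DEGs in HSB (up to 5195), and none closed it in the other cases.

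From E to M, down-regulated DEGs were 4559 (the paper) against 1722 in HJZ, 4721 against 2128 in ZHYS and 4597 against 2525 in XG, and up-regulated DEGs 3545 (the paper) against 1780 in CC and 4445 against 1888 in HSB. Median-of-ratios scaling closed all 5 gaps (3269, 3187, 3154, 2541 and 3381), quantile normalization those of CC (2451) and HSB (3437), and a pseudocount of 0.1 those of ZHYS (3709), XG (4013) and CC (2561). Each of these settings opened other gaps, so that 2 of the 12 counts from E to M still differed with median-of-ratios scaling (down-regulated DEGs in CC, 4452 in the paper against 2843, and in XLS, 4974 against 3175), 6 with quantile normalization and 5 with a pseudocount of 0.1. From E to V all 12 counts differed under both scalings. The adjusted p, the limit on the mean TPM, the replicate block, the fit of only the 2 groups compared and leaving out a library closed none of these 5.

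Chosen after seeing the values, median-of-ratios scaling with the adjusted p and no fold change limit came within 1.5 times of the paper in 11 of 12 cases from E to V and 11 of 12 from V to M, but 0 of 12 from E to M, and median-of-ratios scaling with a pseudocount of 0.1 did so in 2, 1 and 12 of 12. No setting came within 1.5 times of the paper's down-regulated DEGs from V to M in XLS.

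The paper's network analysis used 18847 genes after its filter, against 10191 genes here with a DEG call and at least 10 TPM in some group. With at least 1 TPM in place of 10, an alternative set before the data were examined, the number was 15139, which is every gene with a call, and with DEG calls at a pseudocount of 0.1 it was 10520, which does not close the gap.

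The paper reports little to no variation among replicates. The R2 was above 0.9 in 49 of the 54 pairs of replicates (median 0.986), and replicates 2 and 3 of V-XLS had an R2 of 0.676. The paper places the high expression of the shape genes mainly at the enlargement period, where 15 of 29 were highest, with 6 highest at the color transition and 8 at the maturity period. It describes most sugar genes as lower at the maturity period than before, and 14 of 24 were higher at the maturity than at the enlargement period on the log2 scale, while 10 of 24 were highest at the enlargement and 6 at the color transition period. The paper counts 10 fructokinase genes, and 11 are drawn in Fig. 3B. The paper names 2 PAL genes as high at the maturity period, and 7 of 8 were highest there. The colors of the PAL and F3’5’H panels followed TPM scaled within each group, so the paper's wording may compare genes rather than stages. By level, LOC100266593 and LOC100245997 reached 163 and 77.6 TPM at M, and LOC100241377 had 98.7, 54.1 and 145 TPM at E, V and M. The paper gives 5 of the 8 F3’5’H genes as high at the color transition and maturity periods. Of the 8, 2 were highest at the maturity and 6 at the enlargement period, all 8 below 10 TPM. It gives the AOMT genes as weak or absent in all periods, and LOC100243978 had 290.5, 469 and 600.8 TPM at E, V and M. The paper reports its MYB gene as expressed at the enlargement period, and LOC100233133 was highest at the color transition period.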

Other observations

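The tests of composition for HSB, of an exchange of V-XLS replicate 2, of the sugar genes from E to V and of the colors of Fig. 3D were chosen only after the results were seen.

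HSB had few DEGs from E to V and many from V to M, with a ratio of V to M to E to V DEGs of 6.337 against at most 0.8 in the other zones. Copied libraries are argued against, since the highest Pearson r between an E-HSB and a V-HSB library was 0.9824, below the lowest among E-HSB replicates (0.9948) and V-HSB replicates (0.9915). Exchanged E and V labels are argued against, since the slope across 16121 genes of the E to V change of HSB on that of the other zones was 0.315, where an exchange predicts a negative slope. TPM composition is argued against as the cause, since the ratio was 5.85 after median-of-ratios scaling. The V to M change of HSB followed the E to V change of the other zones with a slope of 0.776 (r = 0.703), against V to M slopes from 0.047 to 0.176 in the other zones. The slopes of the 2 steps add up to that from E to M (1.091 in HSB), so the low E to V change largely fixes the V to M slope, and this value does not test whether the berries of HSB were less advanced in ripening at the color transition period. That explanation stays open.

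Replicate 2 of V-XLS lay apart from replicates 1 and 3. An exchange with another library is argued against, since 0 libraries outside V-XLS were closest to a group not their own. The difference of replicates 1 and 3 from replicate 2 had an r of 0.738 across genes with the V to M change of the other zones and a slope of 1.125, against an r from -0.276 to 0.348 for the 15 libraries of the color transition period in other zones. The berries of replicate 2 may therefore have been at an earlier point between the color transition and maturity periods than those of the other replicates. No other explanation of the gap, such as a difference in handling, was tested.

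The scaling factors of the libraries ran from 0.64 (E-HJZ replicate 2) to 1.443 (E-HSB replicate 1). Without the 100 most abundant genes the spread of the factors fell by 50.7%, and these genes held between 22.5% and 60.4% of the TPM of a library. A few abundant genes that take a different share of each library may account for this part of the spread. The most abundant gene of a library held up to 11.85% of its TPM, and this is LOC100252101 in E-ZHYS replicate 1. No biological explanation of the shares was tested.

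In the PAL, F3H and F3’5’H panels of Fig. 3D the drawn colors followed TPM scaled within each group over the genes of a panel, with a median r of 0.998 over 22 genes, and followed TPM scaled within each gene over the groups with a median r of 0.593. In the other panels with values, 33 genes had a median r within genes of 0.997. The colors of the 3 panels may therefore compare genes within a group, so that they do not show the stage at which a gene is highest.

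Stage labels were exchanged within each zone as a check of the counts of DEGs. Within a zone 10 splits of the 6 libraries are possible, so that the share of splits is never under 0.1, and the real split alone (1 of 10) gave as many DEGs in all zones and stage pairs except V to M in XLS, where 2 of 10 did, with 432 DEGs in the other split. For the means over the zones 100 regroupings were drawn, and 1 of 100, the real one, gave as many genes for E to V, for V to M and for E to M, with 853, 390 and 2070 genes as the largest other numbers.

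In the same regroupings, a camera p as small as the real one was given for the shape genes by 46 of 100 from E to M and 95 from E to V, for the sugar genes by 2 from E to M, 71 from V to M and 1 (the real one) from E to V, for the shikimate genes by 13 from E to M, and for the anthocyanin genes by 92 from E to V, 12 from V to M and 78 from E to M. For the shikimate genes from E to M and the anthocyanin genes from V to M the camera p was thus below 0.05 while the share of regroupings was not.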
